# Neuronal A_2A_ receptor exacerbates synapse loss and memory deficits in APP/PS1 mice

**DOI:** 10.1093/brain/awae113

**Published:** 2024-07-05

**Authors:** Victoria Gomez-Murcia, Agathe Launay, Kévin Carvalho, Anaëlle Burgard, Céline Meriaux, Raphaëlle Caillierez, Sabiha Eddarkaoui, Devrim Kilinc, Dolores Siedlecki-Wullich, Mélanie Besegher, Séverine Bégard, Bryan Thiroux, Matthieu Jung, Ouada Nebie, Maxence Wisztorski, Nicole Déglon, Claire Montmasson, Alexis-Pierre Bemelmans, Malika Hamdane, Thibaud Lebouvier, Didier Vieau, Isabelle Fournier, Luc Buee, Sabine Lévi, Luisa V Lopes, Anne-Laurence Boutillier, Emilie Faivre, David Blum

**Keywords:** adenosine, A_2A_ receptor, Alzheimer’s disease, Synapse loss

## Abstract

Early pathological upregulation of adenosine A_2A_ receptors (A_2A_Rs), one of the caffeine targets, by neurons is thought to be involved in the development of synaptic and memory deficits in Alzheimer’s disease (AD) but mechanisms remain ill-defined. To tackle this question, we promoted a neuronal upregulation of A_2A_R in the hippocampus of APP/PS1 mice developing AD-like amyloidogenesis.

Our findings revealed that the early upregulation of A_2A_R in the presence of an ongoing amyloid pathology exacerbates memory impairments of APP/PS1 mice. These behavioural changes were not linked to major change in the development of amyloid pathology but rather associated with increased phosphorylated tau at neuritic plaques. Moreover, proteomic and transcriptomic analyses coupled with quantitative immunofluorescence studies indicated that neuronal upregulation of the receptor promoted both neuronal and non-neuronal autonomous alterations, i.e. enhanced neuroinflammatory response but also loss of excitatory synapses and impaired neuronal mitochondrial function, presumably accounting for the detrimental effect on memory.

Overall, our results provide compelling evidence that neuronal A_2A_R dysfunction, as seen in the brain of patients, contributes to amyloid-related pathogenesis and underscores the potential of A_2A_R as a relevant therapeutic target for mitigating cognitive impairments in this neurodegenerative disorder.

## Introduction

Alzheimer’s disease (AD) is characterized by a progressive cognitive decline linked to both the extracellular deposition of aggregated amyloid-β (Aβ) peptides into plaques and the intraneuronal aggregation of hyperphosphorylated tau (p-tau) proteins.^1^ AD risk depends on various genetic and environmental factors.^2,3^ Among protective factors, several epidemiological studies have reported an inverse relationship between caffeine intake and both age-related cognitive impairments and the risk of developing AD later in life (for reviews, see Flaten *et al*.,^4^ Cunha^5^ and Yelanchezian *et al*.^6^). In accordance, we and others have shown that caffeine is protective against memory impairments and pathology progression in transgenic mouse models of AD.^7-10^ Based on these studies, we have set up an ongoing placebo-controlled phase III clinical trial (NCT04570085) to evaluate the effect of caffeine on cognitive decline in AD patients at early to moderate stages.

The beneficial effects of caffeine have been ascribed to its ability to block adenosine A_2A_ receptors (A_2A_Rs), a G protein-coupled receptor whose endogenous ligand is adenosine.^5,11^ Indeed, compelling evidence demonstrates that the pharmacological or genetic blockade of A_2A_R mitigates synaptic and memory deficits in various experimental models mimicking the amyloid and/or tau sides of AD.^12-21^ Interestingly, several studies have revealed an exacerbated level, density and activity of A_2A_R at the glutamatergic nerve terminals from the hippocampus of aged animals.^22-25^ Consistently, we demonstrated the neuronal upsurge of A_2A_R in the hippocampus of aged individuals, which was further enhanced in patients with AD.^21^ A_2A_R mRNA upregulation in the brain of AD patients has also been correlated to the clinico-pathological development of the disease,^26^ suggesting it may seemingly be an early event in the AD course.

The benefits of caffeine in AD would, at least in part, rely on its ability to normalize A_2A_R dysfunction in the diseased brain. However, the impact of this neuronal A_2A_R upsurge in the pathophysiological development of AD remains ill-defined. We previously provided data suggesting that upregulation of A_2A_R in neurons favours the development of neuronal tau pathology and drives tau-mediated synaptic loss, through a neuro-microglial miscommunication, involving complement C1q and microglial pruning.^27^ In the present study, we demonstrate that such early neuronal A_2A_R upregulation is also engaged in amyloid synaptotoxicity and related memory deficits in a mouse model of amyloidogenesis but in a microglial phagocytosis-independent manner. These data reinforce the idea that A_2A_R dysfunction plays a role in AD pathogenesis, involving both amyloid and tau-related synaptic and memory deficits by two independent mechanisms, and, hence, may constitute a relevant therapeutic target against AD-related early synaptic loss.

## Materials and methods

### Animals

All animals were maintained in standard cages under conventional laboratory conditions (12 h/12 h light/dark cycle, 22°C), with *ad libitum* access to food and water. Mice were maintained at five to six per cage. The animals were used in compliance with European standards for the care and use of laboratory animals and experimental protocols approved by the local Animal Ethical Committee (Agreement #12787-2015101320441671, CEEA75, Lille, France). Heterozygous APPswe/PS1dE9 mice (herein referred to as APP/PS1, C57Bl6/J background^28^) were crossed with an in-house developed TRE-A2A transgenic strain (in which the mouse A_2A_R cDNA is under the control of a Tet-responsive element^27^ (Fig. 1A). Four genotypic heterozygous groups were therefore obtained: wild-type (WT), TRE-A2A (or A2A), APP/PS1 and APP/PS1 TRE-A2A (or APP/PS1 A2A) (Fig. 1B). Sex dimorphism in the onset time and rate of amyloid pathology, as well as spatial learning and memory impairment, have been described in the APP/PS1 strain, with females more vulnerable than males.^29^ We only used females in the present experiments. Indeed, as A_2A_R expression is known to increase with ageing, we wanted to study the impact of A_2A_R overexpression at a stage when the animals exhibit mild hippocampal amyloid pathology with no memory impairment before any potential increase of endogenous A_2A_R levels, which we ascertained by evaluating A_2A_R mRNA levels by quantitative PCR (qPCR) (Supplementary Fig. 1).

**Figure 1:**
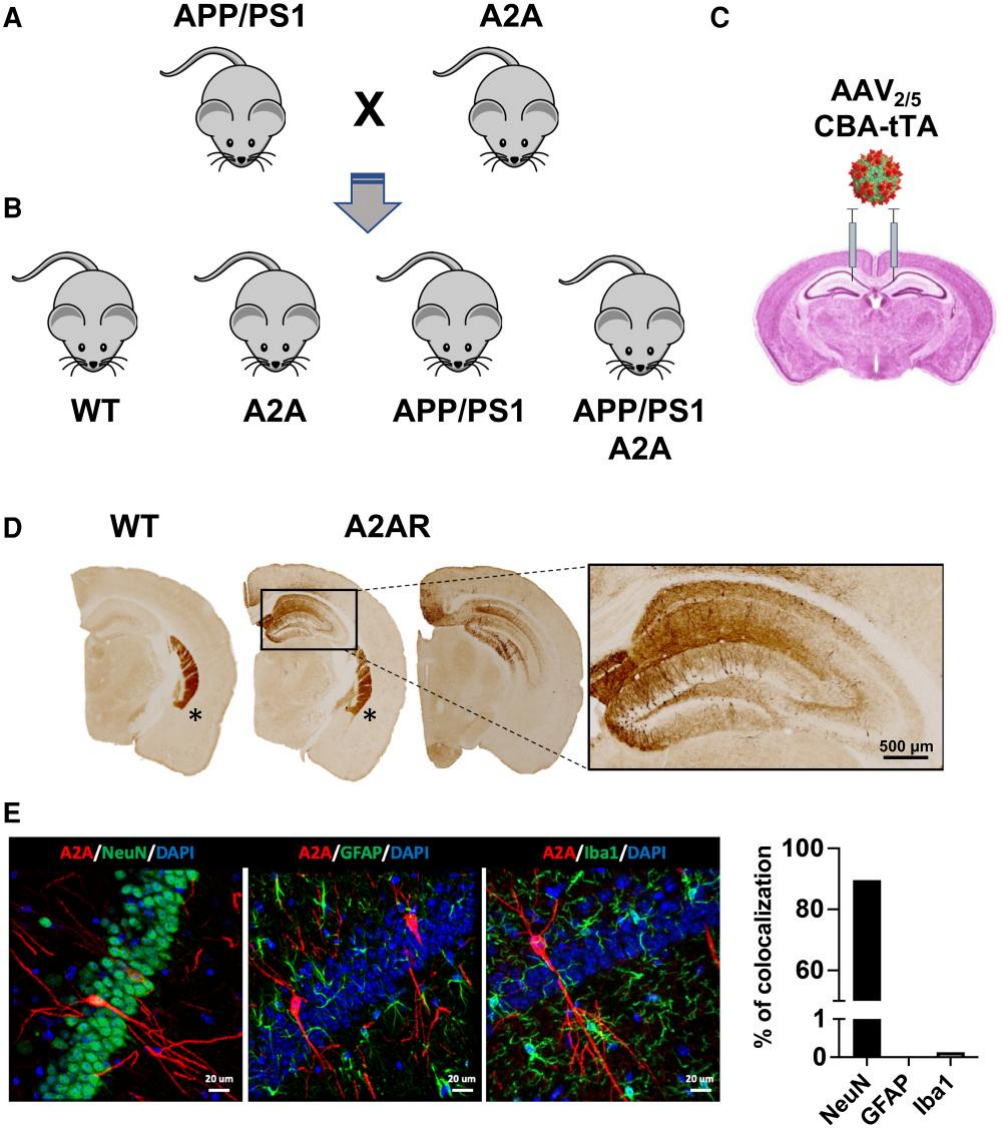
**AAV-based conditional model of neuronal A_2A_ receptor overexpression in the APP/PS1 mouse model of Alzheimer’s disease.** (**A**) APP/PS1 mice were crossed with TRE-A2A (A2A), generating four genotypes, i.e. (**B**) wild-type (WT), TRE-A2A (A2A), APP/PS1 and APP/PS1 TRE-A2A (APP/PS1 A2A). (**C**) The overexpression of A_2A_R in neurons was obtained following a bilateral hippocampal injection of an AAV_2/5_-CBA-tTA-WRPE-bGH in all mice to allow the neuronal expression of the transactivator tTA in all animals. The tTA protein binds to the Tet-responsive element (TRE) allowing the expression of the murine A_2A_R in only TRE-A2A (A2A) and APP/PS1 TRE-A2A (APP/PS1 A2A), WT and APP/PS1 being control groups expressing the transactivator in absence of A_2A_R overexpression. (**D**) Representative pictures of A_2A_R immunohistochemistry where endogenous A_2A_R is found normally highly expressed in the striatum (asterisks) of all mice but overexpressed in the hippocampus, specifically in neuronal cells, of TRE-A2A (A2A) mice injected with the AAV-CBA-tTA viral vector. Scale bar = 500 μm. (**E**) Representative immunofluorescence images showing the co-localization of A_2A_R (red) with NeuN as neuronal marker (green) but absence of co-localization with GFAP astrocytes (green) or Iba1 microglia (green; scale bar = 20 μm). The percentage of cells showing A_2A_R co-localization with these three markers was quantified, showing the selectivity of the neuronal A_2A_R overexpression in the model used.

### Viral vectors and stereotaxic injections

To achieve upregulation of neuronal A_2A_R in TRE-A2A mice, a tTA transactivator protein needs to bind the Tet-responsive element (TRE) promoter. Noteworthy, as previously described, an optimized cDNA sequence for A_2A_R, encoding for the same mouse receptor at the protein level, has been used downstream of the TRE promoter,^27^ allowing the respective mRNA level of the transgenic versus endogenous receptor to be distinguished. To this end, a serotype 5 adeno-associated viral (AAV_2/5_) vector, allowing neuronal tropism, encoding the tTA transactivator under the control of the chicken beta-actin (CBA) promoter (AVV_2/5_-CBA-tTA-WPRE-bGH; Fig. 1C), was bilaterally injected into the CA1 region of the dorsal hippocampus of all mice. The tTA protein is expressed in the hippocampus, then binds to the TRE, driving the expression of murine A_2A_R in the TRE-A2A and APP/PS1 TRE-A2A groups only. Control animals, referred as WT and APP/PS1, were injected with the same viral vector but did not express the A_2A_R. All mice were injected at 3 months of age.

For the surgical procedure, mice were deeply anaesthetized with a mixture of ketamine (150 mg/kg) and xylazine (10 mg/kg). Lidocaine (5 mg/kg) was injected subcutaneously under the scalp 10 min before the beginning of surgery. Mice received bilateral stereotaxic injections of viral vectors at a final concentration of 5 × 10^7^ vg/μl in the hippocampus, administered using a 10 μl Hamilton syringe via a 33 gauge blunt needle. The stereotaxic coordinates used were as follows: anteroposterior (AP) −2.5 mm; lateral (L) ±1.0 mm; ventral (V) −1.8 mm from bregma. Mice received a total volume of 2 μl per injection site at a rate of 0.25 μl/min. At the end of the injection, the needle was left in place for 5 min before being removed slowly. The skin was sutured, and mice were allowed to recover.

### Behavioural analysis

Behavioural experiments were conducted at an early stage, between 5 and 6 months of age, before memory impairments were present in the APP/PS1 mouse model. Mice were randomly assigned by experimenters blinded to the genotype, and experiments were performed as per procedures given in the Supplementary material.

### Sacrifice and brain tissue preparation

Mice were euthanized with pentobarbital sodium (50 mg/kg, intraperitoneally) at 6 months of age, then transcardially perfused with 4°C NaCl (0.9%). Brains were removed and divided. For the immunohistochemical studies, one hemisphere was post-fixed for 24 h in 4% paraformaldehyde and cryoprotected in 30% sucrose before being frozen at −40°C in isopentane (methyl-butane) and stored at −80°C. Coronal brain sections (35 µm) were obtained using a Leica cryostat. Free-floating sections were chosen according to the stereological rules, with the first section taken at random and then every 12 sections afterwards, and were stored in PBS-azide (0.2%) at 4°C. The hippocampus of the other hemisphere was dissected out at 4°C and stored at −80°C for biochemical and mRNA analyses. Immunostaining procedures and related analyses are provided in the Supplementary material.

### Biochemical analyses

For all biochemical experiments, mouse tissue was homogenized in 200 µl Tris buffer (pH 7.4) containing 10% sucrose and protease inhibitors (Complete; Roche Diagnostics) and sonicated. Homogenates were kept at −80°C until use. The western blot analysis and ELISA, along with the protein preparation for proteomic analysis, are described in the Supplementary material.

### Nano liquid chromatography-tandem mass spectrometry analysis

The peptides were separated by online reversed-phase chromatography using an EASY-nLC 1000 ultra-high performance liquid chromatography (UPLC) system (Thermo Fisher Scientific) equipped with a 75 µm × 2 cm Acclaim PepMap 100 pre-column with nanoViper fittings (C18, 3 μm, 100 Å, Thermo Fisher Scientific) and a 75 μm × 50 cm Acclaim PepMap rapid separation liquid chromatography (RSLC) analytical column (C18, 100 Å, 2 μm, Thermo Fisher Scientific). Separation was achieved using an increasing amount of acetonitrile (5%–30% over 120 min) at a flow rate of 300 nl/min. Data were acquired on a Thermo Scientific Q-Exactive mass spectrometer set to acquire the top 10 tandem mass spectra in data-dependent mode. The survey scans were carried out at a resolving power of 70 000 full-width at half-maximum (FWHM, m/z 400) in positive mode and using an AGC target value of 3 × 10.^6^ The default charge state was set at 2, unassigned and +1 charge states were rejected and dynamic exclusion was enabled for 20 s. The scan range was set to 300–1600 m/z, one microscan was acquired at 17 500 FWHM, with an isolation window of 4.0 m/z, and a higher energy collision dissociation (HCD) normalized collision energy (NCE) of 30 was used.

### Protein identification and analysis

All MS data were processed with MaxQuant (version 1.6.5.0) using the Andromeda search engine. The proteins were identified by searching MS and tandem MS (MS/MS) data against the reviewed proteome for *Mus musculus* in the UniProt database (Released: March 2019; 17 005 entries). Trypsin specificity was used for the digestion mode. N-terminal acetylation and methionine oxidation were selected as variable- and carbamidomethylation of cysteines as fixed-modifications. Up to two missed cleavages were allowed. An initial mass accuracy of 6 ppm was selected for MS spectra. The MS/MS tolerance was set to 20 ppm. The false discovery rate at the peptide spectrum matches and protein level was estimated using a decoy version of the previously defined databases (reverse construction) and set to 1%. Relative label-free quantification (LFQ) of the proteins was conducted in MaxQuant using the MaxLFQ algorithm with default parameters. The file containing the information about the identification of proteins was used for the analysis by Perseus software (http://www.perseus-framework.org, version 1.6.5.0). Hits from the reverse database, proteins with only modified peptides and potential contaminants were removed. The LFQ intensities were transformed by logarithm base 2. Unsupervised multivariate analysis was performed using principal component analysis (PCA). Statistical analysis of the difference between experimental groups was performed using Student’s *t*-test, with a two-tailed test and a *P*-value <0.05 considered statistically significant. Hierarchical clustering was performed only with the proteins presenting a statistically significant *P*-value and a log2 fold-change value <−0.32 and >0.32, using the Euclidean parameter for distance calculation, the average option for linkage in row and column trees and a maximum of 300 clusters. Functional protein association networks were obtained using STRING (version 11.0, http://string-db.org).

### mRNA extraction and real-time quantitative reverse transcription-PCR analysis

Total RNA was extracted from hippocampi and purified using the RNeasy Lipid Tissue Mini Kit (Qiagen). qPCR analyses are described in the Supplementary material.

### RNA-sequencing

RNA-sequencing (RNS-seq) libraries were generated from 500 ng of total RNA using a TruSeq Stranded mRNA LT Sample Preparation Kit (Illumina), according to the manufacturer’s instructions. Briefly, following purification with poly-T oligo attached magnetic beads, the mRNA was fragmented using divalent cations at 94°C for 2 min. The cleaved RNA fragments were copied into first strand cDNA using reverse transcriptase and random primers. Strand specificity was achieved by replacing dTTP with dUTP during second strand cDNA synthesis using DNA polymerase I and RNase H. Following addition of a single ‘A’ base and subsequent ligation of the adapter on double stranded cDNA fragments, the products were purified and enriched with PCR [30 s at 98°C; (10 s at 98°C, 30 s at 60°C, 30 s at 72°C) × 12 cycles; 5 min at 72°C] to create the cDNA library. Surplus PCR primers were further removed by purification using AMPure XP beads (Beckman-Coulter) and the final cDNA libraries were checked for quality and quantified using capillary electrophoresis. Sequencing was performed on an Illumina HiSeq 4000 in a 1 × 50 bp single read format following Illumina’s instructions. Reads were then preprocessed using cutadapt 1.10^30^ to remove adaptors and low-quality sequences and reads shorter than 40 bp were removed for further analysis. Remaining reads were mapped to *M. musculus* rRNA sequences using bowtie 2.2.8^31^ and reads mapped to those sequences were removed for further analysis. Remaining reads were aligned to the mm10 assembly of *M. musculus* with STAR 2.5.3a.^32^ Gene quantification was performed with htseq-count 0.6.1p1,^33^ using ‘union’ mode and Ensembl 94 annotations. Differential gene expression analysis was performed using DESeq2 1.16.1^34^ Bioconductor R package on previously obtained counts (with default options). *P*-values were adjusted for multiple testing using the Benjamini and Hochberg method.^35^ Sequencing data that support the findings of this study have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GSE248245). Four to five biological replicates were used per group and the PCA is provided in Supplementary Fig. 2. To identify different gene co-expression modules in our RNA-seq data, we used the Co-Expression Modules identification Tool (CEMiTool)^36^ with normalized expression values from DESeq2 analysis (variance filter *P*-value: 0.2; variance stabilizing transformation: TRUE; value of beta: 8), resulting in 16 correlated modules (Fig. 5A). *Z*-score expression for violin plot representation of RNA-seq data from the different modules was created with R software.

### Statistical analysis

Image acquisition and quantification as well as behavioural evaluations were performed by investigators blind to the experimental conditions. Results are expressed as means ± standard error of the mean. Differences between mean values were determined using the one-sample *t*-test, two-tailed unpaired Student’s *t*-test, two-way ANOVA or one-way ANOVA, followed by a *post hoc* Tukey’s multiple comparisons test using Graphpad Prism software. *P*-values <0.05 were considered statistically significant.

## Results

### Neuronal overexpression of A_2A_R worsens spatial memory deficits in APP/PS1 mice

To determine the impact of early A_2A_R neuronal upregulation, as seen in the aged and AD human brain,^21^ on the pathophysiological development of the APP/PS1 amyloid mouse model, we took advantage of a conditional strain that we developed recently.^27^ This model, carrying the mouse A_2A_R transgene under the control of a Tet-responsive element (TRE-A2A strain), was crossed with APP/PS1 mice (Fig. 1A). The resulting WT, TRE-A2A (or A2A), APP/PS1 and APP/PS1 TRE-A2A (or APP/PS1 A2A) (Fig. 1B) were bilaterally injected in the hippocampus with an AAV_2/5_ viral vector allowing the expression of the tTA transactivator protein in neurons (Fig. 1C).^37,38^ All animals were injected with the viral vector at the age of 3 months and subsequent evaluations were performed at 6 months of age, an early time point of pathological development in this mouse model, when there are no behavioural alterations.^39,40^ Figure 1D describes the topology of upregulated A_2A_R expression in the dorsal hippocampus of TRE-A2A versus WT animals. Double stainings against A_2A_R and either NeuN, GFAP or Iba1 revealed that A_2A_R overexpression occurred most exclusively in neurons (Fig. 1E). Noteworthy, mRNA of the transgenic receptor was only detected in A2A animals (WT A2A or APP/PS1 A2A), at a similar level and, as expected, remained undetectable (ND) in control animals (WT and APP/PS1; Supplementary Fig. 1, upper panel). The level of the endogenous A_2A_R mRNA remained similar regardless the experimental group, supporting an absence of compensation (Supplementary Fig. 1, lower panel).

Using actimetry and an elevated plus maze, no difference in either spontaneous activity (velocity and distance moved, *P* > 0.05; Fig. 2A and B) nor anxiety-like behaviour (*P* > 0.05; Fig. 2C) could be observed between the different groups. Then, we evaluated the impact of the A_2A_R hippocampal neuronal overexpression on spatial memory. In a first attempt, we determined the effects on short-term spatial memory using the Y-maze task. During the acquisition phase, all groups explored the maze equally, spending a similar amount of time (50%; dashed line on Fig. 2D) exploring the familiar arm (*P* > 0.05; Fig. 2D). During the test phase, animals from the WT, A2A and APP/PS1 groups exhibited a preference for the novel arm versus the familiar arm [F(7151) = 10.83, *P* < 0.0001; one-way ANOVA followed by Tukey’s *post hoc* test; Fig. 2E), demonstrating efficient memory. Accordingly, the preference of mice for the novel versus the familiar arm was significantly above chance (i.e. 50%; dashed line on Fig. 2E) for WT [61.8 ± 2.3%; *t*(26) = 5.163, *P* < 0.0001; one-sample *t*-test], A2A [59.9 ± 2.8%; *t*(26) = 3.529, *P* = 0.0016] and APP/PS1 [65.4 ± 4.6%; *t*(9) = 3.368, *P* = 0.0083] animals (Fig. 2E). In sharp contrast, APP/PS1 A2A mice did not show preference for the new over the familiar arm (*P* = 0.96; one-way ANOVA followed by Tukey’s *post hoc* test), with a percentage of time spent in the novel arm at the level of chance (52.9 ± 5.1%; *P* = 0.58; one-sample *t*-test; Fig. 2E).

**Figure 2:**
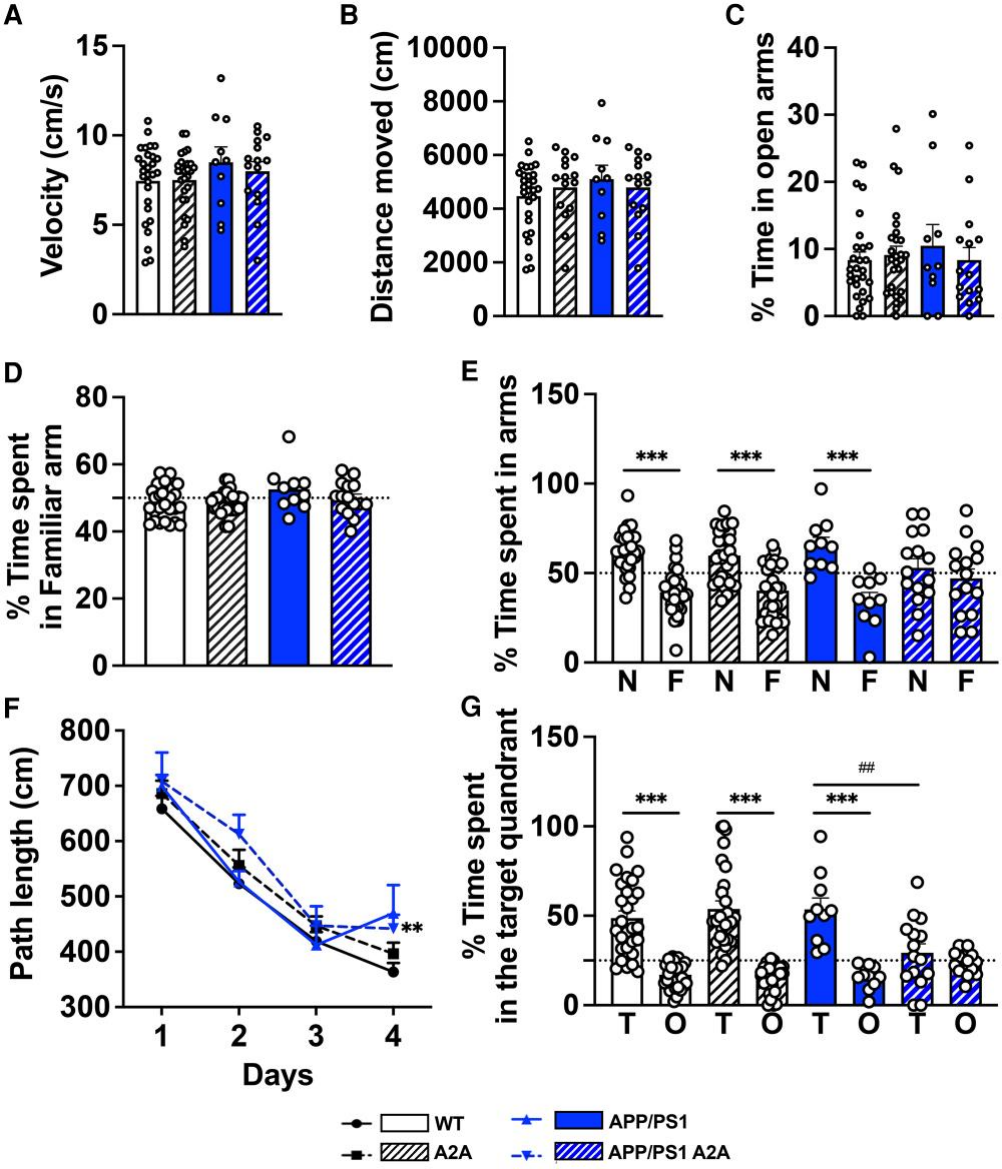
**Early neuronal upregulation of A_2A_ receptors favours memory deficits of APP/PS1 transgenic mice.** Effects of neuronal overexpression of A_2A_R on spontaneous activity (**A** and **B**), anxiety-like behaviour (**C**), spatial learning and memory (**D**–**G**) of APP/PS1 mice. (**A** and **B**) No difference in spontaneous locomotion (velocity, **A**; distance moved, **B**) was found between groups using actimetry. (**C**) In the elevated plus maze, no difference in the percentage of time spent in the open arms was found between groups. (**D** and **E**) Y-maze task. During the learning phase (**D**; dashed line represents 50%), mice spent a similar percentage of time in the familiar arm versus the start arm. In the test phase (**E**), wild-type (WT), A2A and APP/PS1 mice exhibited preference for the new arm (N) compared with the familiar arm (F), while the APP/PS1 A2A group showed spatial memory deficits, attested by the absence of preference for the N over the F arm. ***P < 0.001 versus new arm using one-way ANOVA followed by Tukey’s *post hoc* test. Dashed line represents 50%, i.e. chance. (**F** and **G**) Barnes-maze task. During the acquisition phase, all mice properly learned the location of the target hole as attested by the decreased of path length across trials, with a slight learning deficit in APP/PS1 A2A mice on Day 4. **P < 0.01 versus WT (two-way ANOVA). (**G**) Spatial memory was assessed 24 h after the last training session. WT, A2A and APP/PS1 mice spent a significantly higher amount of time in the target quadrant (T) versus other quadrants (O). ***P < 0.001 versus other quadrants using one-way ANOVA followed by Tukey’s *post hoc* test. In contrast, APP/PS1 A2A mice exhibited no preference for the T versus O quadrants, supporting memory deficit. ^##^*P* < 0.01 versus APP/PS1, one-way ANOVA followed by Tukey’s *post hoc* test. *n* = 10–28 mice per group.

Whenever evaluating long-term spatial memory, using the Barnes maze task, all groups showed a decreased path length across trials [*F*(3302) = 86.10, *P* < 0.001; two-way ANOVA; Fig. 2F] during the learning phase. A2A and APP/PS1 mice demonstrated similar learning compared with the WT animals, whereas APP/PS1 A2A animals exhibited a slight but significant decrease in learning over time (*P* < 0.01; two-way ANOVA; Fig. 2F). Twenty-four hours following the last learning trial, a probe trial was performed to assess spatial memory. WT, A2A and APP/PS1 mice exhibited a significant preference for the target (T) quadrant over the other (O; non targets) quadrants [*F*(7152) = 24.08, *P* < 0.0001; one-way ANOVA followed by Tukey’s *post hoc* test; Fig. 2G] and spent a significantly greater proportion of time in the former than expected by chance [i.e. 25%; dashed line on Fig. 2G; WT: 48.7 ± 3.9%, *t*(27) = 5.935, *P* < 0.0001; A2A: 53.9 ± 4.7%, *t*(26) = 6.460, *P* < 0.0001; APP/PS1: 53.6 ± 6.3%, *t*(9) = 4.519, *P* = 0014; one-sample *t*-test]. In contrast, the APP/PS1 A2A mice exhibited no preference for the target quadrant (*P* = 0.97; one-way ANOVA followed by Tukey’s *post hoc* test) and the percentage of time spent in this quadrant was at the chance level (29.3 ± 4.9%; *P* = 0.39; one sample *t*-test; Fig. 2G). Together, these data suggest that, at an early stage of pathological development, neuronal A_2A_R upregulation significantly potentiates the development of spatial memory impairments in APP/PS1 mice, which are normally observed at later stages.

### Impact of neuronal overexpression of A_2A_R on hippocampal pathology of APP/PS1 mice

As spatial memory impairments in APP/PS1 mice primarily relate to amyloid burden and considering previous studies suggesting that A_2A_R might regulate Aβ production and pathology,^17,41^ we then characterized hippocampal amyloid pathology in APP/PS1 A2A versus APP/PS1 mice. We could not evidence change in the levels of Aβ_1–40_, Aβ_1–42_, Aβ_1–40_/Aβ_1–42_ or Aβ_o_ using ELISA (*P* > 0.05, Student’s *t*-test; Fig. 3A–D). Using 6E10 immunohistochemistry, we analysed the hippocampal Aβ plaque load and found no difference between APP/PS1 and APP/PS1 A2A mice (*P* > 0.05, Student’s *t*-test; Fig. 3E). Western blot analysis showed that A_2A_R neuronal upsurge altered neither human APP expression nor APP C-terminal fragments (CTFs) levels in APP/PS1 mice (*P* > 0.05, Student’s *t*-test; Fig. 3F). However, the level of total Aβ, detected after 6E10-immunoblotting, was found moderately but significantly increased in APP/PS1 A2A versus APP/PS1 mice [+48.0 ± 3.1%; *t*(15) = 3.090, *P* = 0.0075; Student’s *t*-test; Fig. 3F]. Considering the pathophysiological link between amyloid and tau in AD^1^ and our recent demonstration that neuronal A_2A_R upregulation impacts tau phosphorylation in a mouse model of tauopathy,^27^ we also evaluated the levels of murine phospshorylated tau (p-tau) and total tau in the hippocampal parenchyma of APP/PS1 and APP/PS1 A2A mice and found no significant differences (*P* > 0.05, Student’s *t*-test; Fig. 3G). However, we found a significant rise of AT8-positive area surrounding amyloid deposits, i.e. at neuritic plaques, in APP/PS1 A2A versus APP/PS1 mice [+34.2 ± 7.3.1%; *t*(97) = 2.904, *P* = 0.0046; Student’s *t*-test; Fig. 3H] without any change in the levels of Iba1^+^-microglial surrounding amyloid plaques (*P* > 0.05, Student’s *t*-test; Fig. 3I). These changes occurred in the absence of gross changes in hippocampal morphology and layer thickness (not shown). Overall, we found a singular change of endogenous p-tau at neuritic plaques in APP/SP1 A2A animals but a limited impact of neuronal A_2A_R overexpression on the accumulation of amyloid peptides.

**Figure 3:**
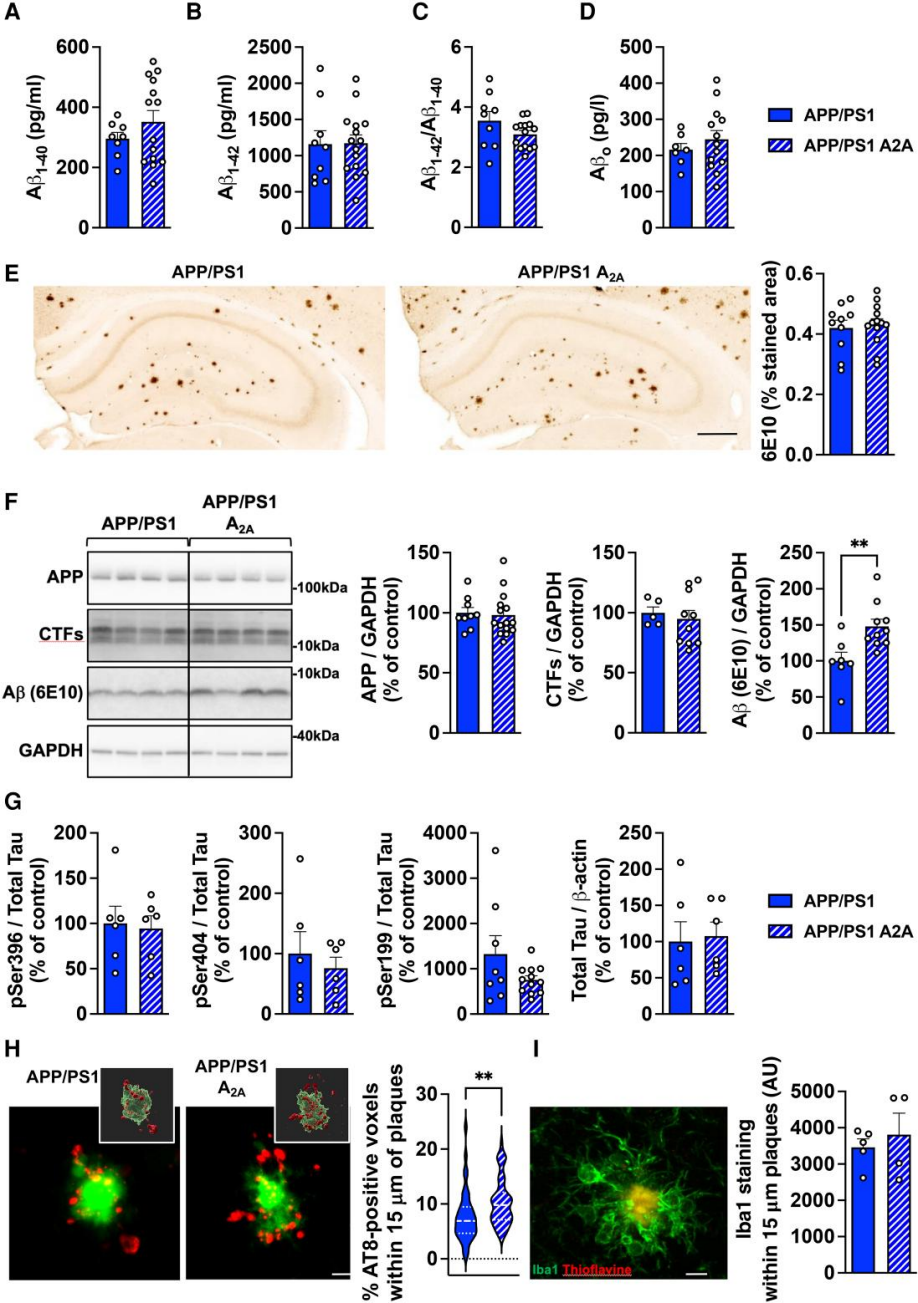
**Neuronal upregulation of A_2A_ receptors in APP/PS1 mice increases hippocampal phosphorylated tau at neuritic plaques with a limited impact on amyloid pathology**. (**A**–**D**) Evaluation of amyloid pathology. Hippocampal levels of amyloid-β (Aβ)_1–40_, Aβ_1–42_, Aβ_1–40_/Aβ_1–42_ ratio and Aβo were assessed by ELISA with no differences observed between groups. *n* = 9–14 mice per group. (**E**) Representative images of 6E10-positive amyloid plaques in the brains of APP/PS1 and APP/PS1 A2A mice (scale bar = 500 µm). Quantification of hippocampal Aβ plaque load showed no difference between mice. *n* = 10–14 mice per group. (**F**) Western blot evaluation of APP, C-terminal fragments (CTFs) and total Aβ (6E10) in the hippocampus of APP/PS1 mice and APP/PS1 A2A mice. An increase of total Aβ levels was found in APP/PS1 A2A versus APP/PS1 mice. **P < 0.01, Student’s *t*-test. Evaluation of tau pathology. *n* = 5–15 mice per group. (**G**) Hippocampal levels of pSer396, pSer404 assessed by western blot as well as pSer199 and total tau assessed by ELISA with no differences observed between groups. *n* = 6–12 mice per group. (**H**) Confocal images and relative 3D surface rendering showing volume reconstruction of hippocampal AT8^+^ tau neuritic plaques (NP, red) around thioflavin^+^ amyloid plaques (green; scale bar = 10 µm). Quantification of the percent of AT8^+^ voxels within 15 μm of plaques showed an increased in APP/PS1 A2A versus APP/PS1 mice. **P < 0.01. Student’s *t*-test. *n* = 45–61 plaques from four to five mice per group. (**I**) Representative immunofluorescence of Iba1^+^ (green) microglial staining around Thioflavine^+^ plaque (red; scale bar = 10 µm) and quantification of Iba1 staining within 15 μm of plaques. *n* = 4–5 mice per group.

### Transcriptomic signature associated with the neuronal overexpression of A_2A_R in APP/PS1 mice

To gain mechanistic insights on how neuronal A_2A_R overexpression might affect memory of APP/PS1 transgenic mice, we performed a hippocampal RNA-seq analysis from the different groups of animals at the age of 6 months. 

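Hippocampal RNA was sequenced from 19 female mice at 6 months: 5 WT, 5 A2A, 5 APP/PS1 and 4 APP/PS1 A2A. All mice had received the viral vector that carries the tTA transactivator at 3 months, so the A2A groups differ from the others by the inducible A2A transgene. The authors made stranded libraries from polyadenylated RNA, aligned single reads to the mouse genome mm10 with STAR 2.5.3a, counted them per gene with HTSeq 0.6.1p1 and compared groups with DESeq2 1.16.1. The deposited table holds their counts, which are the values used here. The total per mouse was 29281243 to 39310726 counts in WT (median 32782781) and 21305902 to 42122245 in A2A (median 34132372). In APP/PS1 it was 30251406 to 50062369 (median 35342281), and in APP/PS1 A2A 36502915 to 53717373 (median 46299098). Of 35640 genes with a count, 18529 had enough counts for a test (edgeR's filter by group at a minimum count of 10). The counts of the 4 groups were fitted together with edgeR 4.0.16 (TMM normalization, quasi-likelihood test), and differences between groups are log2 fold changes with their standard errors. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.32, the thresholds the paper states. Levels are in CPM, counts scaled to a common library total, as mean ± SD over mice. Lists of genes for pathways and cell types, 44 in all, were tested with camera from limma 3.58.1 at a preset correlation of 0.01 between genes, adjusted over the 43 lists with enough measured members in each comparison. Each list was also tested with the correlation estimated from the data. A list score is the mean, over its genes, of each gene's z-score of log2 CPM across the 19 mice. Scores were compared by two-sided exact permutation tests with the mouse as the replicate. APP/PS1 versus WT and APP/PS1 A2A versus A2A share no library, while APP/PS1 A2A versus A2A shares the A2A mice with A2A versus WT.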

According to the early stage considered, a limited number of differentially expressed genes was found in APP/PS1 compared with WT mice, with only 21 differentially expressed genes (|Log2 fold-change| > 0.32, *P*_adjusted_ < 0.05; Supplementary Fig. 5 and Supplementary Table 3), all upregulated in APP/PS1 mice and most related to neuroinflammatory processes (e.g. *Gfap*, *Trem2*, *Cd68*, *Tyobp*, *Ccl3*, *Clec7a*, *Ccl6*, *Itgax*, *Cst7*; Supplementary Fig. 5). 

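In the hippocampus of APP/PS1 mice, 10 genes rose over their level in WT mice, among them 6 genes of microglia and genes of the transgene cassette and its insertion. Cst7, which encodes the protease inhibitor cystatin F, rose from 0.212 ± 0.0881 CPM (SD, n = 5) in WT to 6.37 ± 3.51 CPM (SD, n = 5) in APP/PS1. Its log2 fold change was 4.90 (standard error 0.467, adjusted p = 1.23e-05 from edgeR). Clec7a, a receptor for fungal beta-glucans, rose by 2.72 on the log2 scale (standard error 0.412, adjusted p = 0.0068), and Itgax, the integrin CD11c, by 2.39 (standard error 0.311, adjusted p = 0.00114), both from edgeR. Lilrb4a, an inhibitory receptor of myeloid cells whose paralog may share its reads, rose by 2.13, the chemokine Ccl6 by 1.42 and the pore-forming protein gene Mpeg1 by 0.61. Mpeg1 was the most abundant of these, at 40.8 ± 2.15 CPM in WT and 62.2 ± 11.1 CPM in APP/PS1. Cst7 (ENSMUSG00000068129) lies on chromosome 2 of mm10 from 150570415 to 150578944, Clec7a (ENSMUSG00000079293) on chromosome 6 from 129461591 to 129472779 and Itgax (ENSMUSG00000030789) on chromosome 7 from 128129547 to 128150657. App rose by 1.27, and its counts include reads of the transgene as far as these align to the mouse gene. Prnp, whose promoter drives the transgenes, rose by 1.49, and its neighbour Lamr1-ps1 rose from 0.108 ± 0.179 to 17.1 ± 1.14 CPM. Ccl3, a chemokine, had a log2 fold change of 2.17 (adjusted p = 0.0897 from edgeR), the microglial adaptor Tyrobp 0.87 (adjusted p = 0.207) and the lysosomal protein gene Cd68 0.75 (adjusted p = 0.337). The astrocyte filament gene Gfap had 0.69 (adjusted p = 0.387) and the microglial receptor Trem2 0.78 (adjusted p = 0.39), again from edgeR. With edgeR 0 genes fell, 163 were lower at an unadjusted p under 0.05, and DESeq2 and limma-voom also called 0 lower. Of 6 genes of red blood cells, 5 were measured, and all 5 were higher when adjusted over the list alone, with a median log2 fold change of 2.80. The 5 are among the study's own genes for this comparison, which is not independent evidence. APP/PS1 replicates DDBM178 and DDBM182 stood apart in the summed level of the 5 genes, at 100 and 272 CPM against 12.4 to 30.5 CPM in the other APP/PS1 mice, and without them, a choice made after their values had been seen, the median was 0.91. The number of genes called was 21 with DESeq2, 18 without APP/PS1 replicate DDBM181, 5 with only these groups in the fit and 4 among genes with at least 10 counts in every mouse.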

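In A2A versus WT mice the lists of the respiratory chain had slightly positive medians, which passed at the preset correlation and not with an estimated correlation. Of 36 subunits of complex I, 35 had a positive log2 fold change, with a median of 0.12 (camera adjusted p = 8.76e-09, but adjusted p = 0.928 with an estimated correlation). All 12 subunits of complex IV, the cytochrome c oxidase, were on the positive side, with a median of 0.17 (camera adjusted p = 2.26e-05, and 0.928 with an estimated correlation). A2A replicate DDBM164 stood apart from its group, with a complex I score of 1.94 against at most 0.46 in the other A2A mice and a complex IV score of 1.75 against at most 0.66. Without it the complex I median was 0.066 (33 of 36 positive, camera adjusted p = 0.00092) and the complex IV median 0.12 (11 of 12 positive, camera adjusted p = 0.00357). Mitochondrial ribosomal proteins had a median of 0.09 (68 of 77 positive, camera adjusted p = 1.55e-10, and 0.928 with an estimated correlation). Genes of the interferon response lay below WT, with a median of -0.18 (23 of 26 negative, camera adjusted p = 0.00463, and 0.952 with an estimated correlation). Choroid plexus genes, which mark tissue beside the hippocampus, had a median of -1.19 (10 of 10 negative, camera adjusted p = 0.000753, and 0.952 with an estimated correlation). No single gene passed: edgeR called 0 of 18529, with 637 at an unadjusted p under 0.05 and a smallest adjusted p of 0.964. limma-voom called 0 as well, and DESeq2 with default options called 1, the calpain gene Capn11 (log2 fold change 2.69, adjusted p = 0.022), named after its values were seen.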

Neuronal overexpression of A_2A_R itself did not lead to transcriptomic changes compared with WT animals (*P* > 0.05; not shown), in agreement with our previous findings.^27^ However, the impact of the APP/PS1 genotype was found to be stronger under the A2A background. Indeed, we found 130 differentially expressed genes (i.e. ∼6-fold more than in APP/PS1 versus WT) between APP/PS1 A2A versus A2A animals (|Log2 fold-change|>0.32, *P*_adjusted_ < 0.05), 51 being upregulated (in red) and 79 downregulated (Supplementary Fig. 5 and Supplementary Table 3). Among these 130 genes, 114 were exclusively altered in APP/PS1 A2A mice. 

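Whether the APP/PS1 genotype acted differently with and without A2A was tested directly, as the change from A2A to APP/PS1 A2A minus the change from WT to APP/PS1. Lists of the respiratory chain had negative medians for this difference and the interferon response a positive one, which passed at the preset correlation and not with an estimated correlation. Complex IV subunits had a median difference of -0.26 (12 of 12 negative, camera adjusted p = 3.65e-10, but adjusted p = 0.279 with an estimated correlation) and complex I subunits of -0.20 (34 of 36 negative, camera adjusted p = 3.38e-13, and 0.313 with an estimated correlation). Without A2A replicate DDBM164, the mouse with the highest scores of both lists, these medians were -0.19 (camera adjusted p = 1.06e-08) for complex IV and -0.12 (camera adjusted p = 1.18e-09) for complex I. Without APP/PS1 A2A replicate DDBM155, the mouse with the lowest, they were -0.19 (camera adjusted p = 5.28e-08) and -0.14 (camera adjusted p = 9.67e-10). The largest single differences among them were in Cox8a (-1.53, standard error 0.447) and Cox5b (-0.96, standard error 0.255), subunits of complex IV, each with an adjusted p of 1 from edgeR. Interferon response genes had a median of 0.34 (23 of 26 positive, camera adjusted p = 2.92e-05, and 0.699 with an estimated correlation), and of 0.15 without APP/PS1 A2A replicate DDBM152 (camera adjusted p = 0.213). Markers of disease-associated microglia had a median of -0.02 (12 of 27 positive, camera adjusted p = 0.984 from limma). For single genes, edgeR called 0 differences, with 704 at an unadjusted p under 0.05 and a smallest adjusted p of 0.572. limma-voom called 0 too, and DESeq2 called 1, Capn11 (-4.70 with default options, adjusted p = 5.81e-05), which was picked out after its values were seen.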

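Against A2A mice, APP/PS1 A2A mice had 11 genes that rose and 1 that fell. The microglial genes Cst7, Itgax, Clec7a, Lilrb4a, Ccl6 and Mpeg1 rose, as did App, Prnp and Lamr1-ps1, among other genes, and the olfactory receptor gene Olfr111. Cort, which encodes the neuropeptide cortistatin of inhibitory interneurons, fell from 6.18 ± 1.08 CPM (SD, n = 5) in A2A to 2.27 ± 0.301 CPM (SD, n = 4) in APP/PS1 A2A. Its log2 fold change was -1.44 (standard error 0.234, adjusted p = 0.0129 from edgeR), and it lies on chromosome 4 of mm10 from 149125034 to 149126763 (ENSMUSG00000028971). Itgax rose from 0.328 ± 0.0722 to 2.23 ± 0.575 CPM, a log2 fold change of 2.74 (standard error 0.325, adjusted p = 0.000291 from edgeR). Cst7 rose from 0.327 ± 0.152 to 6.97 ± 2.04 CPM, a log2 fold change of 4.41 (standard error 0.455, adjusted p = 4.32e-05), and Mpeg1 from 40.9 ± 4.07 to 69.3 ± 7.97 CPM, a log2 fold change of 0.76 (standard error 0.115, adjusted p = 0.00578), also from edgeR. Olfr111, named after its values were seen, rose by 2.65 on the log2 scale. At an unadjusted p under 0.05, 428 genes were higher and 998 lower. The number called was 162 with DESeq2 at default options (56 higher, 106 lower), 130 with a prior on its fold changes (51 and 79), 272 with limma-voom and sample weights (51 and 221), 21 with 1 surrogate variable (20 and 1), 13 with limma-voom, and 6 among genes with at least 10 counts in every mouse. A single library moved it too: without A2A replicate DDBM162 edgeR called 93 genes, 14 higher and 79 lower. In fits of DESeq2 with a prior that were chosen after the data had been seen, leaving out any other of the 9 mice gave 28 to 88 genes, with 28 (25 higher, 3 lower) without APP/PS1 A2A replicate DDBM155 and 233 without DDBM162. From the larger number of differentially expressed genes than in APP/PS1 versus WT, the paper concludes that the APP/PS1 genotype has a stronger impact under the A2A background.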

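Across the genes that Table S3 lists for APP/PS1 A2A versus A2A alone, the 35 higher and the 79 lower had different medians in the mice without A2A. The 35 higher genes were mostly on the positive side in APP/PS1 versus WT too, with a median log2 fold change of 0.48 there and 0.86 in APP/PS1 A2A versus A2A. In APP/PS1 versus WT, 33 of the 35 were positive and 21 were higher when adjusted over the list alone, and edgeR called 0 over all genes with 23 at an unadjusted p under 0.05. The 79 lower genes showed no such shift: their median was 0.04 in APP/PS1 versus WT and -0.69 in APP/PS1 A2A versus A2A. In A2A versus WT, which shares the A2A mice on which the study chose these genes, their median was 0.27, and edgeR called 0, with 16 at an unadjusted p under 0.05. Their list score was 0.79 ± 0.73 (SD, n = 5) in A2A, 0.03 ± 0.49 (SD, n = 5) in WT, 0.12 ± 0.78 (SD, n = 5) in APP/PS1 and -1.18 ± 0.24 (SD, n = 4) in APP/PS1 A2A. Of these 114 genes, edgeR called 1 higher and 1 lower over all genes in APP/PS1 A2A versus A2A, and 35 higher and 79 lower when adjusted over the list alone. The study chose the genes on these samples, so this is not independent evidence of their direction. The difference between the genotype's effects with and without A2A had a median of -0.72 for the 79 and 0.30 for the 35, signs that follow from how the genes were chosen, and the latter was 0.17 without APP/PS1 A2A replicate DDBM152. edgeR called 0 of the 114 differences over all genes, with 84 at an unadjusted p under 0.05.

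**Figure D1:**
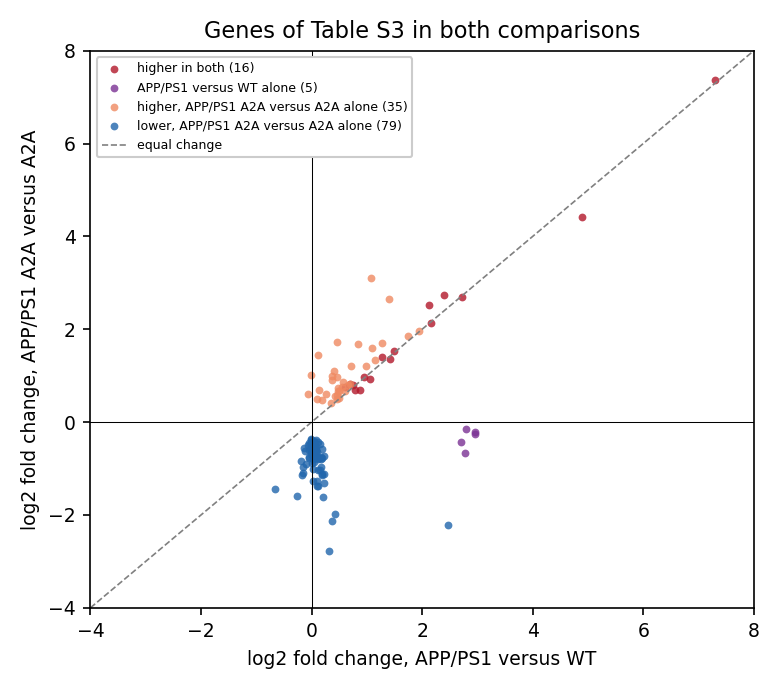
Log2 fold change (edgeR) of each of the genes of Table S3 in APP/PS1 versus WT and in APP/PS1 A2A versus A2A. The 35 genes listed as higher with A2A alone have medians of 0.48 and 0.86 and the 79 lower genes have medians of 0.04 and -0.69.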

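Microglial genes and genes of the transgene were higher in both comparisons and by similar amounts. Between APP/PS1 versus WT and APP/PS1 A2A versus A2A, which share no library, 10 genes were called in both with edgeR, among them App, Prnp, Lamr1-ps1, Ccl6, Clec7a, Cst7, Itgax, Lilrb4a and Mpeg1. For the 16 genes listed for both comparisons in Table S3, which adds Ccl3, Cd52, Cd68, Gfap, Trem2 and Tyrobp to these 10, the median log2 fold change was 1.35 in APP/PS1 versus WT and 1.38 in APP/PS1 A2A versus A2A. Clec7a had a log2 fold change of 2.70 (standard error 0.422) with A2A, Prnp 1.53 (standard error 0.103) and Ccl6 1.36 (standard error 0.206). Ccl3, whose reads may be shared with Ccl4, had 2.14 (adjusted p = 0.0834 from edgeR), Gfap 0.82 (standard error 0.166, adjusted p = 0.113) and Trem2 0.69 (standard error 0.189, adjusted p = 0.196). The largest difference between the log2 fold changes of 1 gene was 0.48, and the median ratio of the log2 fold changes was 1.02. Across the 16 genes, which are not independent replicates, Pearson's r between the log2 fold changes was 0.994. All 16 were higher in each comparison when adjusted over the list alone, but the study chose them on these samples, which is not independent evidence. In the test of the difference between the genotype's effects, edgeR, DESeq2 and limma-voom called 0 of the 16, with 0 at an unadjusted p under 0.05.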

Among the 51 upregulated genes, 16 were common to the 21 upregulated in APP/PS1 versus WT mice, with the fold-change being similar (Supplementary Fig. 5 and Supplementary Table 3). 

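Markers of disease-associated microglia were higher as a group in APP/PS1 A2A than in A2A mice, and genes of the interferon response lay on the positive side. All 26 genes of the type I interferon response had a positive log2 fold change, with a median of 0.69, and 12 were higher when adjusted over the list alone. Among them the chemokine Cxcl10 had 1.73 (standard error 0.501), Ifi27l2a 1.21 (standard error 0.313), the transcription factor Irf7 1.16 (standard error 0.339) and Ifit3b, which may share reads with Ifit3, 0.91 (standard error 0.214). Over all genes edgeR called 0 of the 26, with 15 at an unadjusted p under 0.05, DESeq2 called 2 by default and 3 with a prior, and limma-voom 0, or 1 with sample weights. The camera adjusted p was 1.38e-16, and the adjusted p was 0.0825 with an estimated correlation. The interferon list score was 0.64 ± 0.85 (SD, n = 4) in APP/PS1 A2A and -0.62 ± 0.42 (SD, n = 5) in A2A (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0427 over 43 lists). That adjusted p depends on how many lists reach the same p, among them the transgene and lists the study chose on these samples. APP/PS1 A2A replicate DDBM152 had the highest score of its group, 1.85 against -0.06 to 0.54 in the other 3 mice. Without this mouse the interferon median was 0.41 and Cxcl10 had 0.63. Of 27 markers of disease-associated microglia, edgeR called 5 higher, and 14 were higher and 1 lower when adjusted over the list alone. Their median was 0.41 (camera adjusted p = 1.95e-18, and 0.0211 with an estimated correlation), and 10 of the 27 are genes of Table S3, which the study chose on these samples and which are not independent evidence. Among 14 complement genes, edgeR called Itgax alone, and the complement factor C4b had 0.86 (standard error 0.161, adjusted p = 0.0596) and the receptor C3ar1 0.80 (standard error 0.186, adjusted p = 0.138). Markers of homeostatic microglia had a median of 0.24 (14 of 15 positive, camera adjusted p = 2.15e-05, and 0.287 with an estimated correlation).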

The 35 genes specifically upregulated in the APP/PS1 A2A mice were associated with immune processes (Fig. 4A, top left, and Supplementary Fig. 6A, STRING analysis). To gain insight into the enrichment of these genes with regard to cellular expression, we compared our bulk RNA-seq data with the single-cell hippocampal RNA-seq (scRNA-seq) data provided by the Broad institute.^42^ The data in Fig. 4A (bottom) clearly indicate that most of the exclusive upregulated genes are expressed by microglial cells. Regarding the genes downregulated in APP/PS1 A2A animals, functional biological process annotations indicated an enrichment in genes associated with mitochondrial function, respiratory chain and in particular complex IV (Fig. 4B, top right, and Supplementary Fig. 6B, STRING analysis). 

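Nuclear genes of the respiratory chain had negative medians in APP/PS1 A2A versus A2A mice, and the score of complex IV was lower. All 12 measured subunits of complex IV had a negative log2 fold change, with a median of -0.24, and 5 were lower when adjusted over the list alone. Cox8a had -1.30 (standard error 0.332), Cox6a1 -0.79 (standard error 0.202), Cox5b -0.77 (standard error 0.187) and Cox7a2 -0.34 (standard error 0.0854), with adjusted p from 0.144 to 0.162 in edgeR. Over all genes edgeR called 0 of the 12, with 9 at an unadjusted p under 0.05, while DESeq2 called 4 by default and 3 with a prior, and limma-voom called 0, or 4 with sample weights. The complex IV score was -0.80 ± 0.59 (SD, n = 4) in APP/PS1 A2A and 0.73 ± 0.60 (SD, n = 5) in A2A, a difference larger than the spread between mice (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0427 over 43 lists). This p is the smallest these group sizes allow, and the adjusted p depends on how many lists reach it. The 8 lists that passed include the transgene and lists the study chose on these samples. Of 36 complex I subunits 35 were negative, with a median of -0.18, of which 6, among them Ndufb5 and Ndufs7, were lower when adjusted over the list alone. A2A replicate DDBM164 stood apart with a complex IV score of 1.75 against 0.25 to 0.66 in the other A2A mice, and APP/PS1 A2A replicate DDBM155 lay at -1.66 against -0.71 to -0.33 in the others. Without DDBM164 the complex IV median was -0.17 and without DDBM155 -0.19, with all 12 negative in each. The complex I median was -0.11 without DDBM164 (34 of 36 negative) and -0.13 without DDBM155 (34 of 36 negative). For complex III the median was -0.18, for ATP synthase -0.16, for complex II -0.01 and for the 7 measured genes of the mitochondrial genome -0.09. Mitochondrial ribosomal proteins had a median of -0.11, with 72 of 77 negative and Mrpl34 at -1.14 (standard error 0.26). Cytosolic ribosomal proteins also had a negative median, of -0.16, with 72 of 78 negative. The camera adjusted p was 3.86e-11 for complex IV, 3.53e-15 for complex I, 9.28e-07 for complex III, 1.3e-07 for ATP synthase, 2.51e-15 for mitochondrial and 3.63e-12 for cytosolic ribosomal proteins. With an estimated correlation the adjusted p were 0.0544, 0.0928, 0.107, 0.0825, 0.0928 and 0.248 in that order. Of the 12 complex IV genes 3, Cox5b, Cox6a1 and Cox8a, are genes of Table S3, which the study chose on these samples and which are not independent evidence.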

Comparison with the scRNA-seq data highlighted that these changes were more likely ascribed to neuronal cells with few genes modulated in the glial subcluster (Fig. 4B, bottom). We also compared the set of 114 genes exclusively changed in APP/PS1 A2A and A2A mice (Supplementary Fig. 4) with hippocampal signatures already published in APP/PS1 mice and AD patients. First, the APP/PS1 A2A signature has been compared to a list of genes differentially expressed in APP/PS1 mice at 18 versus 7 months of age,^43^ i.e. genes that indicate the pathophysiological evolution of this transgenic mouse model. We found 63 common genes sharing similar variation with APP/PS1 A2A mice (Supplementary Fig. 7). Among these 63 genes, 24 were upregulated as in the APP/PS1 A2A mice (Supplementary Fig. 7). Gene ontology (GO) term (Database for Annotation, Visualization and Integrated Discovery, DAVID) and STRING analyses indicated that these genes were associated with immune signatures (Supplementary Fig. 7). The 39 genes commonly downregulated in evolving APP/PS1 and APP/PS1 A2A mice were associated with mitochondrial pathways (Supplementary Fig. 7). Similar observations were made when we compared the 114 exclusive hippocampal genes modulated in APP/PS1 A2A mice to the hippocampal transcriptome of AD patients^44^ (Supplementary Fig. 8).

**Figure 4:**
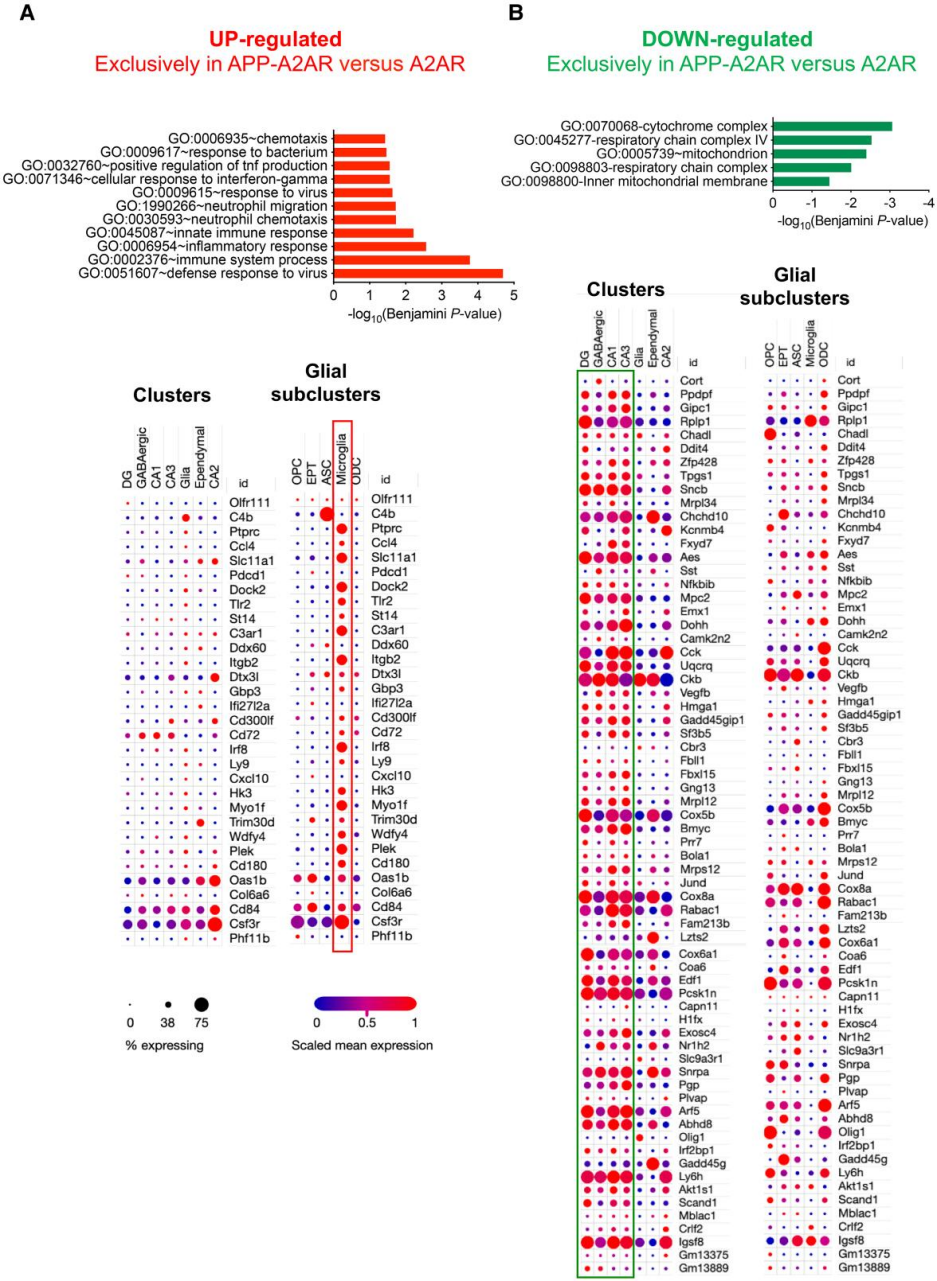
**Transcriptomic signatures associated with the upregulation of A_2A_ receptors in the hippocampus of APP/PS1 mice.** (**A** and **B**) Upregulated and downregulated genes. *Top*: Functional annotation, performed with the Database for Annotation, Visualization and Integrated Discovery (DAVID), of the 35 upregulated genes and 79 downregulated genes specifically found in APP/PS1 A2A versus A2A (Supplementary Fig. 5). Notably, upregulated genes significantly associate with immune-related processes (*top left*) and downregulated genes with mitochondrial functions (*top right*). *Bottom*: Integration of the significantly dysregulated genes from the *top* with single nucleus RNA sequencing performed in the adult mouse hippocampus by the Broad Institute.^42^ Gene lists were analysed first taking into account major hippocampal cell types [clusters: granule cells from the dentate gyrus; pyramidal neurons from CA1, CA2 and CA3; GABAergic neurons; glia-like cells; and ependymal cells and then glial subclusters: oligodendrocyte progenitor cells (OPC); epithelial cells (EPT); astrocytes (ASC); microglial cells; and oligodendrocytes (ODC)]. Association with a specific cellular subtype is shown as a dot plot. The intensity of the colour (blue to red) represents the level of gene expression and the size of each dot represents the percentage of cells expressing the gene for a given annotation selection.

In addition to these analyses, we performed an unsupervised analysis using CEMiTool (https://cemitool.sysbio.tools/; Fig. 5),^36^ which identified 2202 transcripts within 16 modules that were co-regulated in the hippocampus of APP/PS1 A2A mice (Fig. 5A). 

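Groups of genes that vary together across the mice were formed again from the counts, by hierarchical clustering of the 3705 most variable genes into 16 clusters, since the members of the published modules are not used here. A cluster of 79 genes held 13 of 27 markers of disease-associated microglia, 11 of 26 genes of the interferon response and 4 genes of the transgene. Its score was 0.51 ± 0.43 (SD, n = 5) in APP/PS1 and -0.58 ± 0.20 (SD, n = 5) in WT, and it was 0.84 ± 0.62 (SD, n = 4) in APP/PS1 A2A and -0.61 ± 0.21 (SD, n = 5) in A2A. Each of these differences had p = 0.00794 in a two-sided exact permutation test, the smallest these group sizes allow, and an adjusted p of 0.254 over 64 tests. APP/PS1 A2A lay above APP/PS1 by 0.33 in this cluster (exact permutation test, p = 0.437). A cluster of 167 genes, which held 2 mitochondrial ribosomal proteins, 2 inhibitory synapse and interneuron genes and 1 complex IV subunit, had a difference in score of -0.94 between APP/PS1 A2A and A2A (exact permutation test, p = 0.0238, adjusted p = 0.508) and of -0.65 between APP/PS1 A2A and APP/PS1 (exact permutation test, p = 0.0556). None of the 64 cluster comparisons passed after adjustment, and 3 had an unadjusted p under 0.05. Over 64 tests even the smallest p these group sizes allow passes only when many comparisons reach it, so this says little.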

We particularly selected three modules (M9, M4 and M11) according to their relevance to AD pathology and A_2A_R dependency. 

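Markers of disease-associated microglia and complement genes were higher as groups in APP/PS1 than in WT mice. Of 27 markers of disease-associated microglia, 25 had a positive log2 fold change, with a median of 0.45. edgeR called 5 of them higher, Ccl6, Clec7a, Cst7, Itgax and Lilrb4a, and 12 were higher when adjusted over the list alone. The camera adjusted p was 8.6e-37, and it was 0.000907 with an estimated correlation. Their list score was 0.53 ± 0.40 (SD, n = 5) in APP/PS1 and -0.53 ± 0.24 (SD, n = 5) in WT (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0683 over 43 lists). That p is the smallest these group sizes allow, and the adjusted p depends on how many lists reach it. Complement genes had a median of 0.38, with 6 of 14 higher when adjusted over the list alone (camera adjusted p = 1.59e-09, and 0.0208 with an estimated correlation). C3ar1, the receptor of the complement fragment C3a, had a log2 fold change of 0.67 (standard error 0.178), C4b 0.56 (standard error 0.153) and C1qc 0.47 (standard error 0.144). All 15 markers of homeostatic microglia were positive, with a median of 0.20 (camera adjusted p = 1.01e-09, and 0.183 with an estimated correlation), among them Gpr34 at 0.40. Genes of the interferon response had a median of 0.30, with 24 of 26 positive (camera adjusted p = 4.58e-07, and 0.448 with an estimated correlation), and their score was 0.33 ± 0.77 (SD, n = 5) against -0.22 ± 0.44 (SD, n = 5) (exact permutation test, p = 0.19). edgeR called 0 interferon genes, with 3 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0 as well.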

The APP/PS1 genotype induced a significant upregulation of genes from the M9 module ‘immune response’ (linked to microglial, Il-1β and interferon-related pathways; Fig. 5B, right). In agreement with our supervised analysis, this effect was exacerbated by the joint presence of A_2A_R. Such exacerbation was in agreement with the rise of Iba1^+^ immunostaining found in the hippocampal parenchyma of APP/PS1 A2A mice [*F*(3,16) = 5.897, *P* = 0.0066; APP/PS1 versus APP/PS1 A2A, *P* = 0.034; one-way ANOVA followed by Tukey’s *post hoc* test; Fig. 6A] as well as with the reduced ramification complexity of parenchymal microglia (localized at least >50 μm from plaques) found in APP/PS1 A2A versus APP/PS1 mice using Sholl analysis [*F*(1,504) = 8.840, *P* = 0.0031; two-way ANOVA; Fig. 6B]. 

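Within the APP/PS1 genotype, mice with and without A2A were compared directly. Markers of disease-associated microglia stood close together in both, with a median log2 fold change of 0.05 (16 of 27 positive, camera adjusted p = 0.383) and scores of 0.54 ± 0.45 (SD, n = 4) and 0.53 ± 0.40 (SD, n = 5) (two-sided exact permutation test, p = 0.952). Interferon response genes had a median of 0.14 (22 of 26 positive, camera adjusted p = 0.00633, but also 0.764 with an estimated correlation), with Cxcl10 at 1.41 (standard error 0.49). Markers of homeostatic microglia had a median of 0.08 (camera adjusted p = 0.0372, and 0.764 with an estimated correlation). The 35 genes that Table S3 lists as higher with A2A alone had a median of 0.23 (32 of 35 positive) and the 16 shared genes of 0.10 (15 of 16 positive), with 6 and 0 at an unadjusted p under 0.05 in edgeR and 0 called when adjusted over the list alone, and the study chose these genes on these samples, which is not independent evidence. Without APP/PS1 A2A replicate DDBM152 these medians were 0.074 (24 positive) and 0.0077 (9 positive). Csf1r, the receptor that microglia need to survive, was at 116 ± 18.8 CPM in APP/PS1 and 127 ± 11.5 CPM in APP/PS1 A2A, and C1qa at 56.6 ± 13.1 and 63.3 ± 18.2 CPM. edgeR called 0 genes of any kind between these groups, with 150 higher and 382 lower at an unadjusted p under 0.05. DESeq2 by default and limma-voom also called 0, and DESeq2 with a prior called 2 lower, the haemoglobin genes Hba-a1 and Hba-a2. The interferon median turned to -0.08 and Cxcl10 had 0.30 without APP/PS1 A2A replicate DDBM152, and the homeostatic markers turned to the lower side without APP/PS1 replicate DDBM181 (camera adjusted p = 0.9). For the 16 shared genes the camera adjusted p was 0.0128 towards higher levels with all mice, and the list did not pass with an estimated correlation. Without DDBM181 it was 0.935, and camera's direction, taken against all other genes, turned to lower. The genes themselves still had a median of 0.011 (9 positive).

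**Figure D2:**
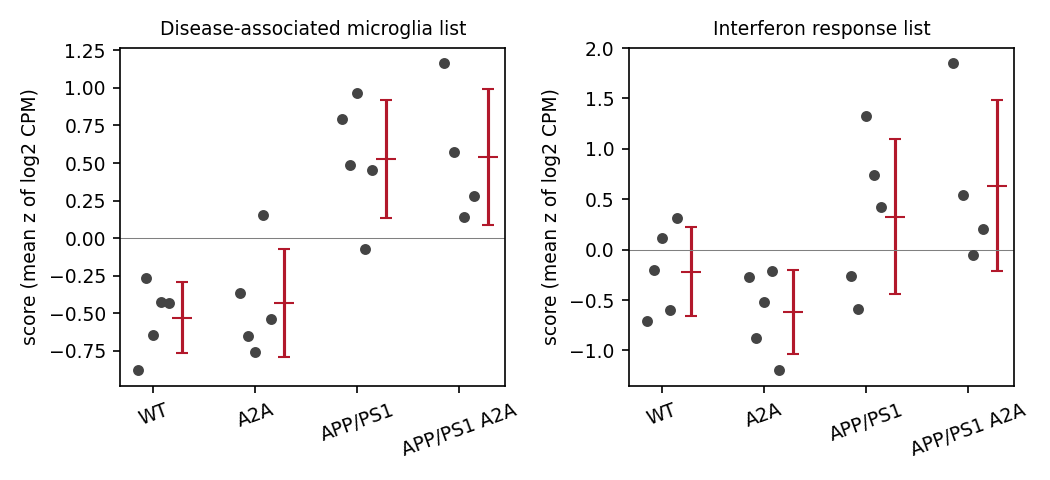
List scores (mean z-score of log2 CPM) of markers of disease-associated microglia and of interferon response genes in each of the 19 mice by group, with the mean ± SD in red. For the microglial markers the means are -0.53 in WT, 0.53 in APP/PS1 and 0.54 in APP/PS1 A2A.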

Noteworthy, we also evaluated the mRNA levels of astrocytic genes and found no impact of A_2A_R neuronal overexpression in APP/PS1 mice (Supplementary Fig. 9). Interestingly, whereas the presence of A2AR or APP/PS1 did not alter or moderately altered gene expression in the M4 (‘Synaptic transmission’, linked to GO term memory and synaptic pathways) and M11 modules (‘Mitochondria’, linked to GO term oxidative phosphorylation and complex IV pathways), the neuronal A_2A_R upregulation in APP/PS1 mice induced a strong downregulation of these genes (Fig. 5C).

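Between APP/PS1 A2A and APP/PS1 mice the respiratory chain lists had negative medians, which passed at the preset correlation and not with an estimated correlation. Excitatory postsynaptic genes had a median near 0. The synaptic lists were drawn up from general knowledge, since the genes of the paper's modules were not at hand. Against APP/PS1 mice, 11 of 12 complex IV subunits were negative, with a median log2 fold change of -0.13, and 2 were lower when adjusted over the list alone (camera adjusted p = 6.99e-06, but adjusted p = 0.512 with an estimated correlation). Cox8a had -1.03 (standard error 0.329) and Cox5b -0.65 (standard error 0.187). The complex IV score was 0.02 ± 0.44 (SD, n = 5) in APP/PS1 and -0.11 ± 0.63 (SD, n = 5) in WT, and the difference of APP/PS1 A2A from APP/PS1 was -0.82 (two-sided exact permutation test, p = 0.0397, adjusted p = 0.768). Complex I had a median of -0.07 against APP/PS1 (31 of 36 negative, camera adjusted p = 1.49e-05, and 0.68 with an estimated correlation). Against APP/PS1 the complex IV median was -0.067 (10 of 12 negative, camera adjusted p = 0.0091) and the complex I median -0.042 (25 of 36 negative, camera adjusted p = 0.0275) without APP/PS1 A2A replicate DDBM155. edgeR, DESeq2 and limma-voom called 0 complex IV genes against APP/PS1, each with 3 at an unadjusted p under 0.05. In APP/PS1 versus WT the complex IV median was 0.05, with 7 of 12 positive (camera adjusted p = 0.617 from limma). The 27 excitatory postsynaptic genes had a median of 0.09 in APP/PS1 A2A versus A2A, with 20 positive (camera adjusted p = 0.0173, towards higher levels, and 0.689 with an estimated correlation), and of 0.03 against APP/PS1 (camera adjusted p = 0.189). The AMPA receptor subunit Gria1 had 0.27 (standard error 0.129), the NMDA receptor subunit Grin2b 0.33 (standard error 0.159) and Nrgn, a postsynaptic calmodulin-binding protein, -0.31 (standard error 0.143) against A2A. Presynaptic genes had a median of 0.08 against A2A (16 of 22 positive, camera adjusted p = 0.459). Among them Sncb, which encodes beta-synuclein, had -0.76 (standard error 0.173, adjusted p = 0.138 from edgeR). edgeR and limma-voom called 0 of the 22, each with 1 at an unadjusted p under 0.05. DESeq2 called 1 lower, Sncb, by default and with a prior, and so did limma-voom with sample quality weights. edgeR called 0 of the 27 postsynaptic genes against A2A, with 2 at an unadjusted p under 0.05, and the other tools called 0.

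**Figure D3:**
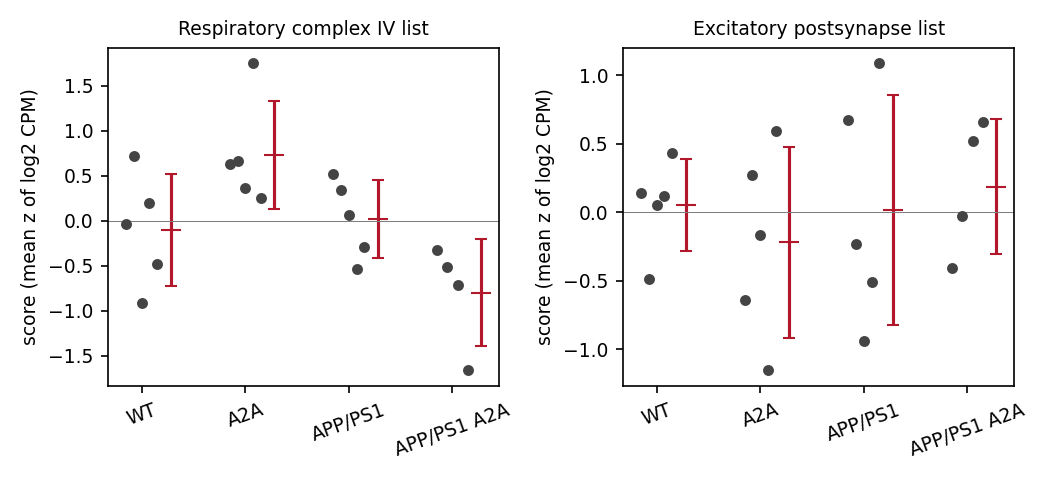
List scores (mean z-score of log2 CPM) of complex IV subunits and of excitatory postsynaptic genes in each of the 19 mice by group, with the mean ± SD in red. For complex IV the means are 0.73 in A2A and -0.80 in APP/PS1 A2A, and for postsynaptic genes they are -0.22 and 0.19.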

**Figure 5:**
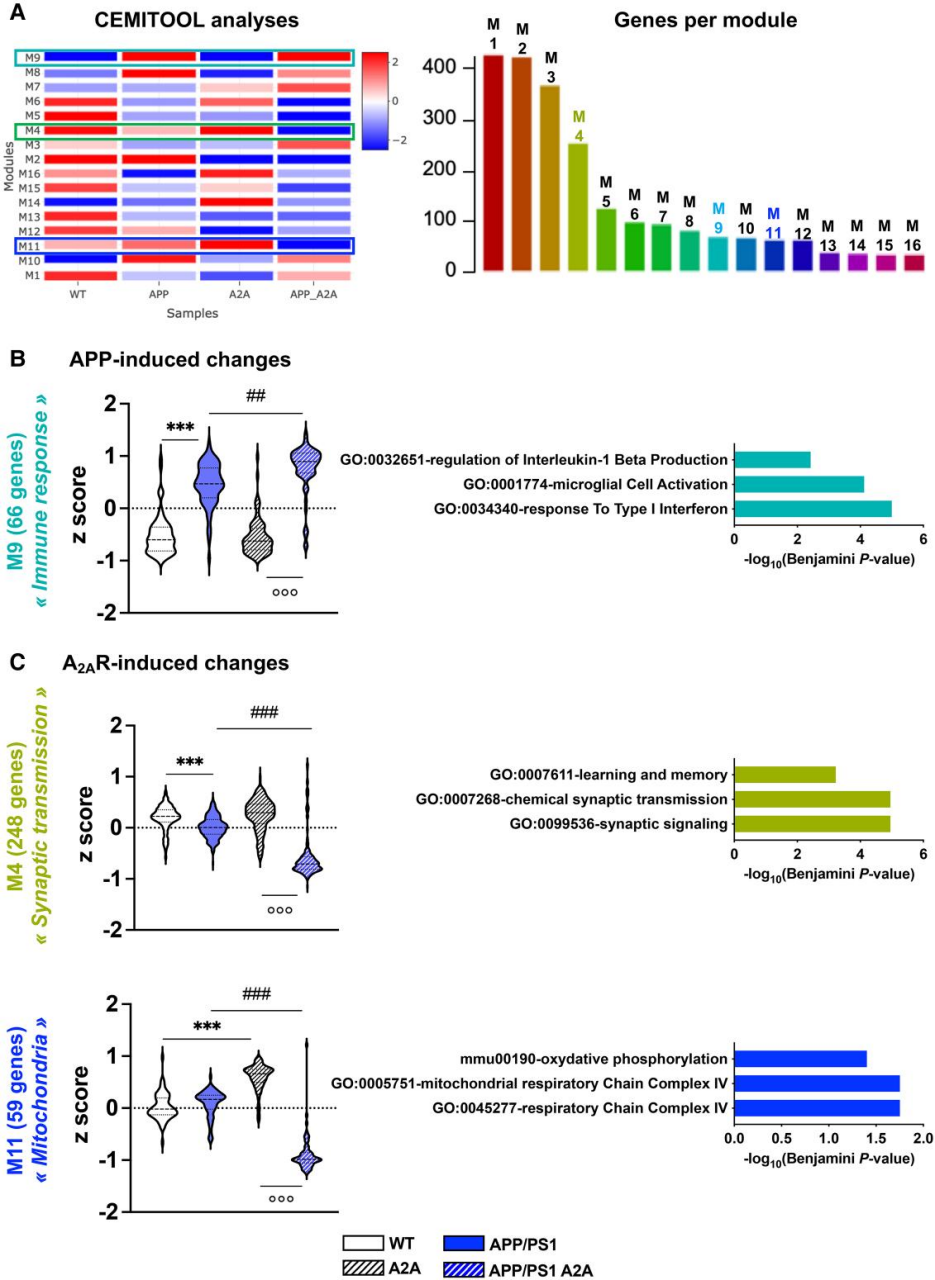
**Identification of co-expression modules in the RNA-sequencing data.** (**A**) Heat map showing modules normalized enrichment score (NES) identified by CEMiTool analysis. These represent co-expressed genes. Red and blue represent, respectively, higher and lower module activity. The three modules analysed in **B** and **C** are highlighted. The number of genes belonging to each identified module is shown on the *right*. (**B**) Violin plots representing *z*-score expression values of genes from the RNA sequencing analyses in the different genotypes (*n* = 4 per group) defined by the M9 module associated with the ‘Immune response’ signature. This module was upregulated in both APP/PS1 and APP/PS1 A2A hippocampi, indicating an APP/PS1-dependent modulation. (**C**) Violin plots representing *z*-score expression values of genes from the RNA sequencing analyses in the different genotypes (*n* = 4 per group) defined by the M4 module associated with the ‘synaptic transmission’ signature and the M11 module associated with the ‘Mitochondria’ signature. In both modules, genes expressed in the APP/PS1 A2AR condition exhibited severe downregulation compared with other genotypes, indicating A2AR-induced changes in the APP/PS1 background. ***^,###,^°°°*P* < 0.001 and **^,##^*P* < 0.01 using the non-parametric Kruskal–Wallis test and original false discovery rate method of Benjamini and Hochberg for the *post hoc* test. Pathway analysis (Enrichr, Biological Process) of dysregulated genes in the associated module is represented by the three most significant terms on the *right*.

**Figure 6:**
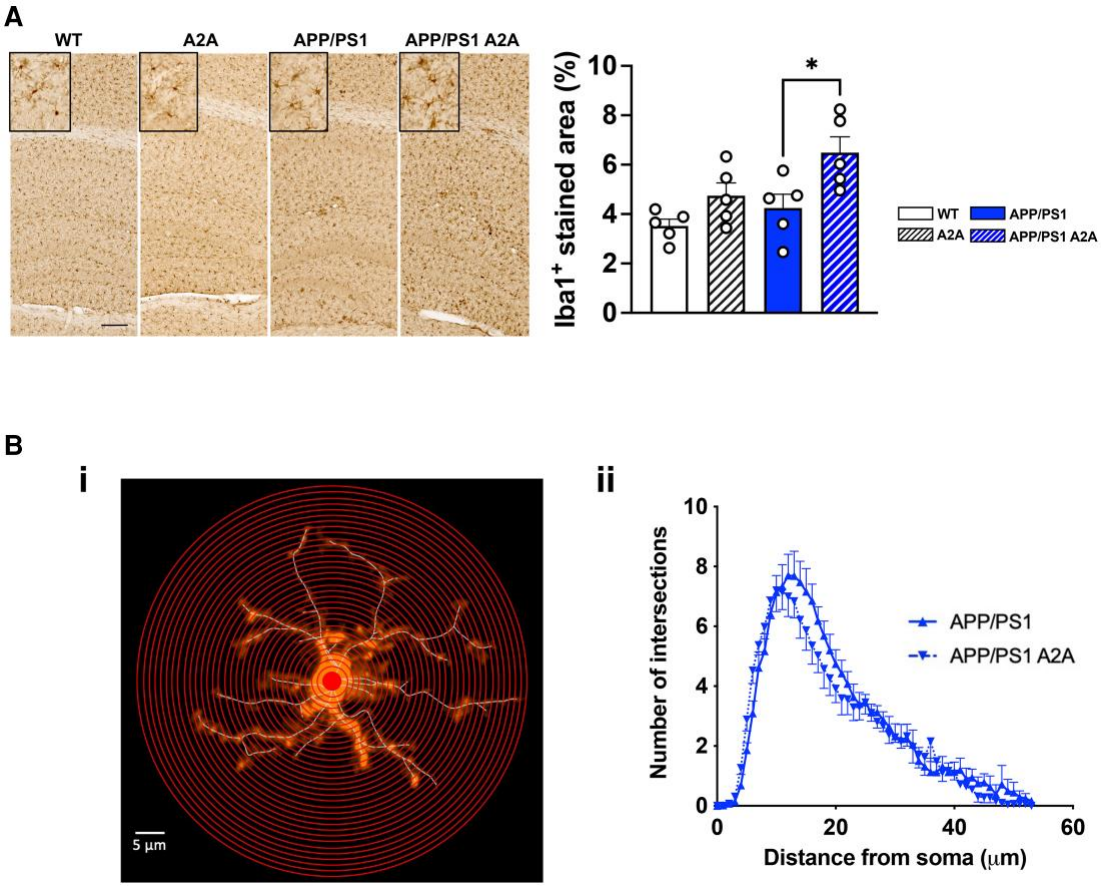
**Analysis of microglial cell in APP/PS1 A2A mice.** (**A**) Representative images of Iba1 immunostaining of the hippocampus of wild-type (WT), A2A, APP/PS1 and APP/PS1 A2A animals (scale bar = 200 µm). Quantification of Iba+ stained area showed a significant increase in APP/PS1 A2A versus APP/PS1 mice. *P < 0.05, one-way ANOVA followed by Tukey’s *post hoc* test. *n* = 5 mice per group. (**B**) Sholl analysis of Iba1-immunolabelled microglia. [**B**(**i**)] Sholl analysis of reconstructed microglia was performed by placing a series of concentric circles spaced at 1 μm intervals and centered on the soma. [**B**(**ii**)] Plot of the number of microglia process intersections as a function of the radial distance from the soma. We found that the complexity of microglial processes was significantly reduced in APP/PS1 A2A versus APP/PS1 mice (*P* = 0.0031, two-way ANOVA).

This unsupervised analysis also brought about two additional observations. When we compared gene expression from modules M4 (Supplementary Fig. 10A) to our previous results obtained in our tauopathy mouse model, Thy-Tau22 mice (RNA-seq data from Carvalho *et al*.^27^), we observed the same effect as in APP/PS1 mice, i.e. no effect of the presence of A_2A_R but synergy with the presence of either APP/PS1 or Tau22 genotypes on synaptic pathways^27^ (Figs 5B and 7, proteomic data). Conversely, the module M7 identified a set of genes that remained unaltered in APP/PS1 or A_2A_R mice but were upregulated in APP/PS1 A2A animals (Supplementary Fig. 10B) with an opposite effect observed in Thy-Tau22 mice. Pathway analysis highlighted that these genes are downregulated in the hippocampus of Huntington’s disease mouse models (Supplementary Fig. 10B). They do not associate significantly with specific biological functions but some are neuronal genes associated to the postsynaptic compartment (*Gabrd*, *Htr7*, *Kcnj4*, *Oprk1* and *Tacr1*).

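In the hippocampus no difference in these 5 genes between groups exceeded the spread between mice. Kcnj4, an inward-rectifier potassium channel, was the most abundant, at 61.6 ± 16 CPM (SD, n = 5) in WT, 73.4 ± 14.3 (SD, n = 5) in A2A, 65.5 ± 17.2 (SD, n = 5) in APP/PS1 and 61.1 ± 23.1 (SD, n = 4) in APP/PS1 A2A. Gabrd, the delta subunit of the GABA-A receptor, was at 28.6 ± 11.6, 33.1 ± 8.88, 28.3 ± 10.5 and 27.8 ± 17.3 CPM in the same order, and the serotonin receptor gene Htr7 at 11 ± 5.12, 11 ± 4.45, 10.2 ± 4.88 and 11.3 ± 5.45 CPM. Oprk1, the kappa opioid receptor, went from 1.9 ± 0.944 CPM in APP/PS1 to 2.58 ± 1.35 CPM in APP/PS1 A2A, and Tacr1, the substance P receptor, from 2.36 ± 1.05 to 2.47 ± 1.07 CPM, all differences within the spread between mice. In APP/PS1 A2A versus A2A the log2 fold changes were 0.34 for Oprk1, 0.25 for Tacr1, 0.04 for Htr7, -0.25 for Gabrd and -0.27 for Kcnj4, with adjusted p from 0.88 to 0.996 in edgeR. APP/PS1 A2A replicate DDBM152 lay outside the range of the other 3 mice of its group, with Htr7 at 3.17 CPM against 13.2 to 14.5, Oprk1 at 0.623 against 2.82 to 3.63 and Gabrd at 52.6 against 14.5 to 26.6. Without it the log2 fold changes were 0.67 for Oprk1, 0.51 for Tacr1, 0.35 for Htr7, -0.75 for Gabrd and -0.55 for Kcnj4, with adjusted p from 0.409 to 0.752. As a list the 5 genes had a camera adjusted p of 0.834 in APP/PS1 versus WT, 0.841 in A2A versus WT, 0.694 in APP/PS1 A2A versus A2A and 0.93 in APP/PS1 A2A versus APP/PS1. edgeR, DESeq2 and limma-voom called 0 of them in each comparison, with 0 at an unadjusted p under 0.05 apart from limma-voom with sample weights, which had 2 lower in APP/PS1 A2A versus A2A.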

**Figure 7:**
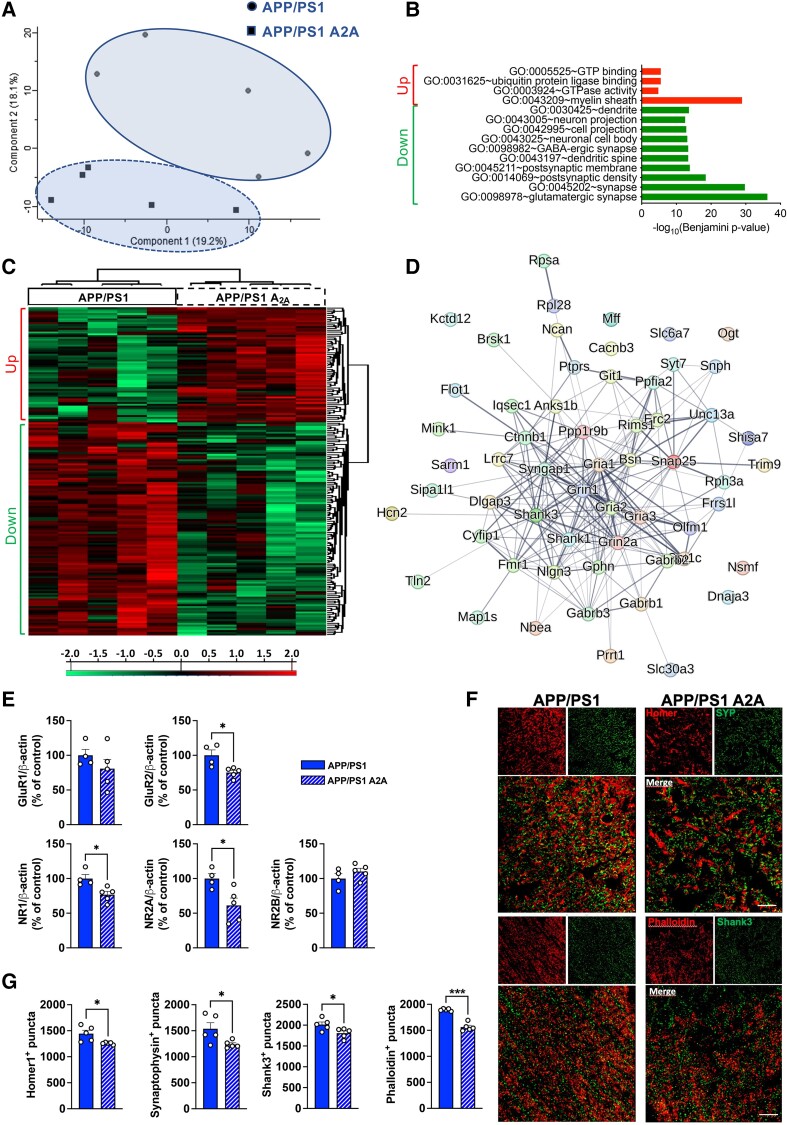
**Neuronal upregulation of A_2A_ receptors promotes loss of synapses in the hippocampus of APP/PS1 mice.** (**A**–**D**) MS-based proteomics analysis of the hippocampus of APP/PS1 A2A versus APP/PS1 animals at the age of 6 months (*n* = 5 per group). (**A**) Principal component analysis (PCA) from proteomics data of hippocampal samples of APP/PS1 and APP/PS1 A2A animals. *n* = 5 mice per group. The first and second principal components explained 19.2% and 18.1% of the variance, respectively. (**B**) Heat map representation of hierarchical clustering to display the results of a *t*-test statistical analysis comparing the levels of protein expression in two groups, APP/PS1 and APPP/PS1 A2A, for proteins that were differentially expressed (*P* < 0.05). (**C**) Functional annotation of the 62 overexpressed proteins (red) related to myelin sheath and 115 underexpressed proteins related to neurons and synapses (green) in APP/PS1 A2A versus APP/PS1 A2A was performed with the Database for Annotation, Visualization and Integrated Discovery (DAVID) for the GO term ‘Biological Process’. (**D**) Known and predicted protein interaction (STRING) of the downregulated genes belonging to the significant GO term ‘synapse’ shown in **C**. (**E**–**G**) Quantification of synaptic proteins. (**E**) Quantification of GluR1, GluR2, NR1, NR2A and NR2B levels between APP/PS1 A2A and APP/PS1 mice using western blot. Analysis revealed a significant decrease in GluR2, NR1 and NR2A in the hippocampus of APP/PS1 A2A compared with APP/PS1 mice. *P < 0.05, Student’s *t*-test. *n* = 4–5 mice per group. (**F**) Representative images from Airyscan confocal microscopy of presynaptic (synaptophysin, SYP, green) and postsynaptic (Homer1, red) markers (*top*) as well as postsynaptic marker Shank3 (green) and phalloidin (F-actin staining, red) (*bottom*) in the hippocampus of APP/PS1 and APP/PS1 A2A mice (scale bar = 10 µm). (**G**) Significant decreases in Homer1^+^, synaptophysin^+^, Shank3^+^ and phalloidin^+^ puncta were found in the CA1 area of APP/PS1 A2A versus APP/PS1 mice. *P < 0.05 and ***P < 0.001, Student’s *t*-test. *n* = 5 mice per group.

### Proteomic signature associated with the neuronal overexpression of A_2A_R in APP/PS1 mice

In addition to transcriptomics, we performed a proteomic evaluation of hippocampal changes occurring in APP/PS1 A2A versus APP mice. Five samples per group were included with a PCA analysis (Fig. 7A). A heatmap representation of hierarchical clustering was used to display the differentially expressed proteins between APP/PS1 A2A and APP/PS1 samples (*P* < 0.05; Fig. 7B, Up: over-expression and Down: under-expression). A total of 177 proteins were found to be differentially expressed with a |Log2 fold-change| of at least 0.32, 115 proteins being underexpressed and 62 proteins overexpressed in the hippocampus of APP/PS1 A2A animals (Supplementary Table 4). 

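The genes whose proteins differed between APP/PS1 A2A and APP/PS1 mice had no transcript called between these groups by edgeR. The copy of Table S4 at hand holds 114 of the 115 underexpressed and 61 of the 62 overexpressed proteins. They gave 115 and 60 measured genes, 175 in all, since 1 underexpressed protein is listed with more than 1 gene, the gene Kiaa1467 of the underexpressed proteins had no match in the counts and Krt76 of the overexpressed had too few counts to test. Their log2 fold changes between APP/PS1 A2A and APP/PS1 mice ran from -0.65 to 0.50, with a median of 0.04 for the genes of the underexpressed proteins and -0.01 for those of the overexpressed proteins. Of the 175, 103 were positive and 72 negative. The lowest was Cox5b, a complex IV subunit, and the autophagy gene Atg5, the complex I subunit gene Ndufb5 and Cbarp, a regulator of calcium channels, were the others with an unadjusted p under 0.05, all 4 lower. The proteins of Cox5b and Ndufb5 are among the overexpressed, opposite to their transcripts, and those of Atg5 and Cbarp among the underexpressed. edgeR called 0 of the 175 over all genes and 0 when adjusted over the list alone, where the smallest adjusted p was 0.446. Among all genes DESeq2 with a prior called only Hba-a1 and Hba-a2 between these groups, and DESeq2 by default and limma-voom called 0.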

None of the corresponding mRNAs was found to be significantly altered per the transcriptomic analysis (not shown). Functional biological process annotations (Fig. 7C) indicated that upregulated proteins in APP/PS1 A2A mice showed particular enrichment in proteins related to myelin sheath. Strikingly, the downregulated proteins were related to neurons and glutamatergic synapses (Fig. 7C). Using the STRING database, we observed a strong interaction between the 58 members of the ‘synapse’ (GO:0045202) cluster, including for instance, Gria2, Grin1, Grin2a or Shank3 (Fig. 7D). We further assessed the predicted role of the 115 downregulated proteins in the synaptic compartment using SynGO ontologies and annotations (Supplementary Fig. 11A).^45^ We observed that most of the synaptic proteins annotated were related to synaptic assembly, postsynaptic-structures, fusion of synaptic vesicles or synaptic transmission.

Downregulation of synaptic proteins was further validated using biochemical and immunohistochemical approaches. As shown in Fig. 7E, we observed the downregulation of GluR2 [*t*(7) = 3.193, *P* = 0.015], NR1 [*t*(7) = 3.176, *P* = 0.015] and NR2A [*t*(7) = 2.874, *P* = 0.023; Student’s *t*-test] in APP/PS1 A2A versus APP/PS1 mice using western blot, as well as the downregulation of Shank3 [*t*(8) = 2.514, *P* = 0.036; Student’s *t*-test] using high-resolution confocal microscopy (Fig. 7F and G). Accordingly, we observed a significant loss of phalloidin (F-actin staining) [*t*(8) = 9.155, *P* < 0.0001], Homer1 [*t*(8) = 2.852, *P* = 0.021] and synaptophysin [*t*(8) = 2.467, *P* = 0.038; Student’s *t*-test] in the CA1 area of APP/PS1 A2A versus APP/PS1 mice (Fig. 7F). In contrast, VGAT, a marker of inhibitory synapses, remained unaffected (*P* > 0.05; not shown). Such loss of synapses was neither associated with changes in the expression of microglial genes linking neuronal A_2A_R upregulation to tau-induced synapse loss such as *C1qa*, *Pycard* and *Csf1r* (Supplementary Fig. 12A) nor with the engulfment of synapses by microglial cells (Supplementary Fig. 12B), suggesting that the loss of hippocampal synapses and associated impaired memory found in APP/PS1 A2A mice is not subsequent to a microglial-based pruning as we previously observed in a tauopathy context.

## Discussion

Considering the prime role of A_2A_R in synaptic fine-tuning,^5,11^ the aberrant plasticity changes associated with its neuronal dysregulation in aged and AD conditions^21^ as well as the beneficial impact of its pharmacological or genetic blockade against memory and hippocampal plasticity impairments in models of amyloidogenesis or amyloid toxicity,^5,13-15,17-21^ we hypothesized that pathological neuronal upregulation of A_2A_R might favour AD lesion development and synaptic alterations promoted by amyloid pathology.

To tackle this question, we crossed a new transgenic Tet-off mouse model (TRE-A2A)^27^ with APP/PS1 mice with litters intrahippocampally injected with a viral vector allowing the expression of the tTA transactivator to elicit neuronal A_2A_R overexpression. Animals were injected at the age of 3 months and evaluated 3 months later (i.e. at 6 months of age), a time point at which APP/PS1 mice normally exhibit ongoing amyloid pathology but no memory deficits.^39,40^ Strikingly, we observed, using Y-maze and Barnes maze, that at such an early time point, spatial memory was strongly impaired in APP/PS1 mice overexpressing neuronal A_2A_R—as it is expected to occur at later time points in APP/PS1 mice—when compared with the other littermate groups (WT, A2A and APP/PS1), which exhibited proper memory abilities. Therefore, early upregulation of A_2A_R in a hippocampal environment of ongoing amyloid pathology worsens the behavioural phenotype of APP/PS1 mice. These data are in line with a previous patch-clamp study showing that neuronal A_2A_R downregulation driven by shRNA interference restores hippocampal plasticity in APP/PS1 mice at an early pathological stage.^15^

Using supervised and unsupervised analysis of our transcriptomic data, we unveiled two types of responses arising from A_2A_R neuronal upregulation in APP/PS1 mice. First, we showed an exacerbation of the microglial impairments naturally occurring in APP/PS1 mice following A_2A_R neuronal upregulation. Interestingly, genes associated with module 9 were also associated with the pathological evolution of APP/PS1 mice as well as changes occurring in the hippocampus of AD patients. None of the genes found modified by A_2A_R was related to AD genetic susceptibility variants previously associated with AD risk in genome-wide association studies and largely expressed by microglia (not shown).^46^ However, several of the genes exclusively changed in APP/PS1 A2A mice (*Ccl4*, *Cd72*, *Cd84*, *Pdcd1*, *Sclc11a1*, *St14* and *Tlr2*) belonged to the DAM (disease-associated microglia) signature associated with neurodegeneration in another amyloid model.^47^ 

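Of 23 mouse homologues of genes tied to the risk of Alzheimer's disease, 22 were measured, and edgeR called 0 of them in any comparison. Between APP/PS1 A2A and APP/PS1 mice 1 had an unadjusted p under 0.05, on the lower side, and between A2A and WT mice 1, also lower. In APP/PS1 A2A versus A2A mice 7 had an unadjusted p under 0.05, with Trem2, which was the only one higher when adjusted over the list alone, the inositol phosphatase gene Inpp5d at a log2 fold change of 0.30 (standard error 0.102, adjusted p = 0.365) and Apoe, the main lipid carrier of the brain, at -0.37 (standard error 0.128, adjusted p = 0.365), both from edgeR. In APP/PS1 versus WT mice Trem2 was again the only one when adjusted over the list alone, while Spi1, the transcription factor PU.1, had 0.33 (standard error 0.13) and Abi3 0.36 (standard error 0.15). Trem2 was at 15.7 ± 1.64 CPM (SD, n = 5) in WT, 17.7 ± 1.86 (SD, n = 5) in A2A, 27 ± 8.52 (SD, n = 5) in APP/PS1 and 28.6 ± 5.91 (SD, n = 4) in APP/PS1 A2A. DESeq2 called 1 of the 22 in APP/PS1 versus WT and 1 in APP/PS1 A2A versus A2A, limma-voom called 0, and all called 0 in the other comparisons. The list was drawn up from general knowledge and is not the source the paper cites.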

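Each of these 7 microglial genes stood higher with the APP/PS1 genotype both with and without A2A. The chemokine Ccl4, whose reads may be shared with Ccl3, had a log2 fold change of 1.94 in APP/PS1 versus WT and 1.96 (standard error 0.383) in APP/PS1 A2A versus A2A. In the same order the immune checkpoint receptor Pdcd1 had 1.74 and 1.86, the B cell and myeloid receptor Cd72 1.10 and 1.59, the protease St14 0.99 and 1.21, and the metal transporter Slc11a1 0.69 and 0.81. Cd84, an adhesion receptor of immune cells, had 0.46 and 0.49, and Tlr2, a receptor for bacterial lipoproteins, 0.47 and 0.97. Slc11a1 was at 2.32 ± 0.229 CPM (SD, n = 5) in WT, 2.46 ± 0.29 (SD, n = 5) in A2A, 3.73 ± 1.02 (SD, n = 5) in APP/PS1 and 4.33 ± 0.553 (SD, n = 4) in APP/PS1 A2A. All 7 were higher in each of these comparisons when adjusted over the list alone, but the study chose them on these samples, which is not independent evidence. Over all genes edgeR called 0 of the 7, with 7 at an unadjusted p under 0.05 in each, DESeq2 called 1 by default and 0 with a prior in APP/PS1 versus WT and 7 in APP/PS1 A2A versus A2A, and limma-voom called 0 and, with sample weights, 0 and 7. The genotype's effect differed between the mice with and without A2A by a median of 0.13 (camera adjusted p = 0.218), and edgeR called 0 of the 7 differences, with 0 at an unadjusted p under 0.05. Between APP/PS1 A2A and APP/PS1 mice their scores were 1.03 ± 0.39 (SD, n = 4) and 0.69 ± 0.42 (SD, n = 5) (two-sided exact permutation test, p = 0.302).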

In agreement with transcriptomics, although peri-plaque microglia remained unaffected by the neuronal overexpression of A_2A_R, the overall parenchymal staining for Iba1^+^ microglia was, however, significantly enhanced in APP/PS1 A2A mice together with a reduced process complexity, supporting an activation of microglial cells in the hippocampus. Resulting neuroinflammation may likely explain synapse loss and cognitive deficits.^48^ Interestingly, in a previous study evaluating the consequences of neuronal overexpression of A_2A_R in a tauopathy model, the transcriptomic analysis also uncovered a microglial-related response.^27^ However, despite the upregulation of microglial-selective genes in both APP/PS1 and tau transgenic mice overexpressing A_2A_R, no overlap could be observed. In sharp contrast to the observations made in APP/PS1 mice, A_2A_R-related changes in tau mice were not associated with morphological changes linked to microglial activation but rather with processes related to synaptic pruning.^27^

Moreover, we uncovered two gene modules corresponding to changes never observed in A_2A_R and APP/PS1 mice at this pathological stage but that are triggered in APP/PS1 A2A mice and are related to mitochondria- and synapse-related pathways. Regarding mitochondria, the comparison with scRNA-seq data particularly emphasized that mitochondrial impairments occurred in neurons. Again, mitochondrial gene impairments were associated with the pathological evolution of APP/PS1 mice as well as AD patients. Such mitochondrial impairment is likely to be involved in the reduction of energy production that favours synaptic loss.^49^ Puzzlingly, previous data obtained in a model of Niemann-Pick disease indicated that activation of A_2A_R rescues compromised mitochondrial functionality (mitochondrial inner membrane potential and expression of complex IV of the mitochondrial respiratory chain) in line with other studies.^50,51^ Mechanisms linking this neuronal-autonomous effect of A_2A_R upregulation that negatively impacts mitochondrial function will therefore deserve further studies.

Synaptic changes seen using transcriptomics are in agreement with our proteomic data and were validated by biochemistry and immunohistochemistry. Moreover, our data highlight a greater susceptibility of excitatory over inhibitory (VGAT) synapses, in agreement with our previous work using tau transgenic mice.^27^ Taken together, these data suggest that the pathological upsurge of A_2A_R in neurons might render excitatory synapses particularly vulnerable to amyloid, in agreement with previous data showing that pharmacological or constitutive deletion of A_2A_R reduces the *in vitro* and *in vivo* acute synaptotoxicity of Aβ_1–42_.^14^ While the overall synaptic/memory outcomes found in APP/PS1 A2A mice were similar to those previously demonstrated in Tau A2A animals,^27^ the loss of synapses seen in the former was not mediated by a C1q-dependent phagocytosis by microglial cells, as attested by the lack of C1q expression changes and the absence of internalization of synaptic material into microglial lysosomes.

It is also interesting to mention that unsupervised analysis uncovered a module with genes associated with Huntington’s disease that co-varied the same way as in Tau A2A mice (i.e. downregulation), whereas they showed an opposite variation in APP/PS1 A2A mice (i.e. upregulation). The significance remains unclear. However, it is interesting to note that, (i) from the memory point of view, A_2A_R blockade provides the same beneficial outcome in Huntington’s disease and tau transgenic models^16,52^; and (ii) that Huntington’s disease has been associated with the development of tau pathology.^53,54^

Several mechanisms other than microglial neuro-inflammation or mitochondrial defects could underlie this A_2A_R-mediated synaptic loss in APP/PS1 A2A mice. An initial possibility could be related to a plausible impact of A_2A_R upregulation on amyloid burden. However, while western blot analysis indicated an increase in total Aβ species (6E10-immunoreactive), Aβ_42_, Aβ_42_/Aβ_40_ ratio and APP processing as well as plaque load and plaque size distribution (not shown) remained unaltered in APP/PS1 A2A mice. This slight impact of neuronal A_2A_R upregulation on amyloidogenesis was unexpected, considering the significant reduction of amyloid plaques and Aβ_42_/Aβ_40_ ratio previously observed following the chronic delivery of an A_2A_R antagonist in the same mouse model^17^ as well as the reduced accumulation of Aβ in the brain of APP mice and aged individuals induced by caffeine, a non-selective A_2A_R antagonist.^7,55,56^ One explanation for such an apparent discrepancy could be linked to a non-neuronal impact of A_2A_R antagonists and the involvement of receptors expressed by other cells, possibly astrocytes.^18,26,57^ While the overall parenchymal level of p-tau remained unaltered in APP/PS1 A2A mice, we found a significant increase in p-tau around amyloid plaques, suggesting that neuronal upregulation of A_2A_R favours neuritic tau pathology. Interestingly, neuritic plaques, which have been associated with synaptic loss and cognitive decline in AD patients,^58,59^ are sites of Aβ–tau interaction^58,60^ and are thought to provide a microenvironment that facilitates the seeding and expansion of tau pathology and, hence, AD progression.^61,62^ In an amyloid context, A_2A_R neuronal dysregulation would therefore favour Aβ–tau interaction at neuritic plaques, the loss of synapses and, ultimately, the development of cognitive deficits. Recent data support the idea that microglia would restrain the development of p-tau at neuritic plaques.^53,63^ However, we could not detect any significant microglial changes around the plaques. Therefore, at present, the mechanism by which neuronal A_2A_R upregulation favours the development of p-tau around amyloid plaques remains elusive and will deserve further attention in the future.

Neuronal A_2A_ upregulation, therefore, accelerates synaptic loss and memory impairment within an amyloid burden context, rendering the hippocampal glutamatergic synapses particularly vulnerable. Overall, A_2A_R neuronal upregulation promotes different changes at the microglial level, presumably due to different neuroglial signalling depending on the amyloid or the tau context, ultimately converging to similar synaptic and memory outcomes. The neuroglial signalling and molecular mechanisms at play warrant further investigations. Finally, considering that amyloid but also tau positivity are found in cognitively unimpaired individuals in the elderly, from the present data and our previous observations in tau mice,^27^ it is conceivable that early neuronal upregulation of A_2A_R might play a prime role in the development of cognitive deficits in aged individuals and in the conversion to AD. Taken together, our present and previous data support that the clinical repurposing of A_2A_R antagonists such as Istradefylline would be of clinical interest in prodromal AD patients.

## Supplementary Material

awae113_Supplementary_Data

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Neuronal A2A receptor exacerbates synapse loss and memory deficits in APP/PS1 mice
**Source:** Brain. 2024 Jul 5;147(8):2691–705. doi: 10.1093/brain/awae113
**Supplement:** awae113_Supplementary_Data

Supplementary material and methods

Behavioral analysis. Behavioral experiments were conducted at an early stage, between 5 and 6 months of age, before memory impairments are present in the APP/PS1 mouse model. Mice were randomly assigned by experimenters blinded to the genotype and experiments performed per procedures given as follows:

-Actimetry. Mice were placed in the center of an infrared Actimeter (45x45x35cm; Bioseb), composed by a 2-dimensional square frame, and left for 10 min. Spontaneous behavior of mice was tracked with velocity and distance moved recorded by Actitrack software (Bioseb).

-Elevated Plus Maze. The elevated plus maze was used to investigate anxiety-related behavior. The apparatus consists of a plus-shaped maze with two closed and two open arms (30 cm long x 6.5 cm wide). Mice were placed at the center of the maze with their face in the direction of a closed arm and were allowed to explore freely for 5 min. Time spent in open arms was tracked using the Ethovision XT tracking system (Noldus Information Technology, Wageningen, The Netherlands).

-Y-maze task. Short-term spatial memory was assessed in a spontaneous novelty-based spatial preference Y-maze test. All arms of the Y-maze were 28 cm long, 6.2 cm wide, with 15-cm-high white opaque walls. Different extra maze cues were placed on the surrounding walls. To avoid intra-maze odor cues, sawdust was placed in the maze and mixed between each phase. Allocation of arms was counterbalanced within each group. During the learning phase, mice were placed at the end of the ‘start’ arm and were allowed to explore the ‘start’ arm and the ‘other (familiar)’ arm for 5 min (beginning from the time the mouse first left the start arm). Access to the third arm of the maze (‘novel’ arm) was blocked by an opaque door. The mouse was then removed from the maze and returned to its home cage for 2 min. In the test phase the mouse was placed again in the ‘start’ arm of the maze, the door of the ‘novel’ arm was removed, and mouse behavior recorded for one minute (from the time the mouse first left the start arm). The amount of time the mouse spent in each arm of the maze was recorded during both learning and test phases using EthovisionXT (Noldus). For the learning phase, we calculated the percentage of time spent in the ‘other’ (familiar) vs. the start arm. For the test phase, we calculated the percentage of time spent in the familiar (F) arm vs. the ‘novel’ (N) arm.

-Barnes Maze Task. Spatial learning and memory were evaluated using the Barnes maze task. This maze is a white circular PVC open platform surface (120 cm of diameter) with 40 equally spaced holes (5 cm of diameter) located at 5 cm from its circumference and a black escape box

located under one of the 40 holes. The platform is placed on a swivel system (to rotate it easily) in the center of the room, elevated 80 cm above the floor, enlightened by a flood light (800 lux) placed above and surrounded by spatial cues. Mice completed an habituation trial to become familiar with the maze environment and to practice descending into the escape box. Mice were free for 5 min to explore the area around the escape hole and the escape box. Then, mice completed 4 days of acquisition training with 4 trials per day. For each trial, mice were placed in the start tube in the center of the maze (for 5-10 s) and then trained to locate the escape hole (randomized for all mice) using spatial cues surrounding the maze. If a mouse did not enter the escape hole in 3 min, it was gently guided to the escape hole. Mice remained 60s in the escape box before returned to its home cage. The inter-trial interval was 15 min. To reduce intra-maze odor cues, the maze surface and escape box were cleaned with 70% ethanol between each trial and the maze was rotated clockwise a quarter turn every day. For each trial, path length to enter the escape box was recorded using the Ethovision XT tracking system (Noldus). 24h after the last day of the training, mice completed a 2-min probe trial where the escape box was removed. We calculated, on the one side, the percentage of time spent in the target quadrant (T) versus the averaged percentage of time spent in all the other quadrants (O) i.e. the average of the percentage spent in the two adjacent and the opposite quadrants.

Biochemical analyses. Protein concentrations were quantified using the BCA assay (Pierce), and samples diluted with lithium dodecyl sulphate buffer supplemented with reducing agents (Invitrogen) and then separated on 4–12% NuPAGE Novex or 12% Criterion Bis-Tris Gels gels (Invitrogen). Proteins were transferred to nitrocellulose or PVDF membranes, which were then saturated with 5% non-fat dried milk or 5% bovine serum albumin in TNT (Tris 15mM pH 8, NaCl 140mM, 0.05% Tween) and incubated at 4°C for 24h with the primary antibodies (**Supplementary Table 1**). Appropriate HRP-conjugated secondary antibodies (anti-mouse PI-2000 and anti-rabbit PI-1000, Vector Laboratories; anti-guinea pig A7289, Sigma-Aldrich) were incubated for 1h at RT and signal was visualized using a chemoluminescence kit (ECL, Amersham Bioscience) and a LAS4000 imaging system (Fujifilm). Results were normalized to actin or GAPDH and quantification was performed using ImageJ software.

Protein preparation for proteomic analysis. 50 µg of hippocampal proteins were collected and reduced with the equivalent volume of 0.1 M dithiothreitol for 15 min at 95°C. Filter-aided sample preparation (FASP)³⁰ was performed using Amicon 30K centrifugal filters (Millipore) and trypsin (40 µg/ml in 50 mM ammonium bicarbonate, 37°C, overnight) for digestion of the

reduced protein extracts. The digests were collected by centrifugation and the filter devices were rinsed with 0.5M NaCl. The digestion was stopped by adding 5% TFA to the digests. Collected samples were desalted using C18 ZipTip device (Millipore), dried under vacuum and reconstituted in 0.1% Formic acid/ACN (98:2, v/v) before NanoLC-MS/MS analysis.

ELISA measurements. Hippocampal levels of human A β ₁₋₄₀, A β ₁₋₄₂ and A β _o (oligomers) were measured using ELISA kits (Invitrogen, CA, USA; IBL-International, Hamburg, Germany or IBL 82E1-specific assay) following manufacturer's instructions and as described.¹⁷ Briefly, 20 μ g of proteins from the above-mentioned Tris sucrose homogenates were diluted in Guanidine/Tris buffer (Guanidine HCl 5M and Tris 50 mM pH 8), sonicated and incubated for 1h at 4°C under agitation. Samples were then diluted in a BSAT-DPBS solution (KCl, KH₂PO₄, NaCl, Na₂HPO₄, BSA 5%, Tween-20 0.03% pH 7.4). The homogenates were centrifuged at 12000 g for 15 min at 4°C. Supernatants were collected for the analysis of A β ₁₋₄₀ and A β ₁₋₄₂ by colorimetric immunoassays. Absorbance was measured by Multiskan Ascent counter (ThermoLab Systems). The normalized amounts of A β were expressed as pg/mL.

Regarding tau ELISA, Tris/Sucrose homogenates were prepared at 1mg/mL in RIPA buffer (Tris 100mM, NaCl 300mM, SDS 0.2%, sodium deoxycholate 1% and NP-40 2%, pH 8) and quickly sonicated. For pS199-tau mouse ELISA, steps were performed according to the manufacturer's instructions (Invitrogen). For total tau ELISA, we developed a homemade test with new monoclonal antibodies developed in the lab. For capture, we coated plates (Maxisorp F8, Nunc) with an anti-tau 9H12 antibody against aas 162–175²⁹ overnight in carbonate buffer (NaHCO₃ 0.1M with Na₂CO₃ 0.1M, pH9.6). After 5 washes, plates were blocked in PBS containing 2% casein during 1h. We used recombinant tau (1N4R) for the standard curve (0.039 to 200ng/mL). Samples were diluted at 1:120 and incubated overnight with tau C-terminal detection antibody 7F5 against aas 427-441. After 5 washes, the assay was then incubated with an anti-IgG1 HRP conjugated antibody (Southern Biotech). After 1h, the complexes were revealed with substrate (Tetramethyl benzidine (Sigma-Aldrich) in citrate/phosphate buffer during 30 min. The reaction was stopped by addition of sulfuric acid changing the color from blue to yellow. Absorbance was measured with a spectrophotometer (Multiskan FC, Thermo) at 450 nm. Interpolation of the standard curve was performed using GraphPad Prism Software.

mRNA extraction and quantitative real-time RT-PCR analysis. One microgram of total RNA was reverse-transcribed using the Applied Biosystems High-Capacity cDNA reverse transcription kit. Quantitative real-time RT-PCR analysis was performed on an Applied

Biosystems Prism 7900 System using Taqman probes. The thermal cycler conditions were as follows: hold for 10 min at 95°C, followed by 45 cycles of a two-step PCR consisting of a 95°C step for 15 s followed by a 60°C step for 25 s. Sequences of Taqman probes used are given in **Supplementary Table 2**. Cyclophilin A was used as internal control. Amplifications were carried out in triplicate and the relative expression of target genes was determined by the $\Delta\Delta CT$ method.

Histological processing. Antibodies used in this study are listed in **Table S1**. For 6E10 immunohistochemistry, sections were pretreated with 80% formic acid for 3 min and were permeabilized with 0.2% Triton X-100/Na-PB. Sections were then blocked with 10% “Mouse On Mouse” Kit serum (Vector laboratories) for 1h before incubation with mouse biotinylated anti-A β antibody (6E10) at 4°C overnight. After washing in PBS, the sections were incubated with the ABC kit (Vector laboratories) for 2 h and developed using 3,30-diaminobenzidine as the peroxidase substrate (DAB, Sigma). For A_{2A}R and Iba1 immunostainings, sections were permeabilized with 0.2% Triton X-100/Na-PB and then blocked with 10% Normal goat serum (Vector laboratories) for 1h before incubation with primary antibodies at 4°C overnight. Biotinylated-conjugated secondary antibodies (1/500, Vector) were incubated for 1h at room temperature. Revelation was performed using ABC method (Vector Laboratories) with DAB (Sigma). For immunofluorescent stainings, brain sections were washed with Na-PB buffer and permeabilized with 0.2% Triton X-100/Na-PB and then blocked with the appropriate normal serum: donkey serum (1/100; Sigma), goat serum (1/100; Vector laboratories) or “Mouse On Mouse” Kit serum (1/100; Vector laboratories). Brain sections were then incubated with primary antibodies overnight at 4°C. Appropriate Alexa Fluor488-, Alexa Fluor568- and Alexa Fluor647-conjugated secondary antibodies (1:500, Life Technologies) were incubated for 1h at room temperature. For phalloidin staining, sections were incubated with the dye for 30 min at RT. For Thioflavin staining, sections were incubated with the dye for 30 min at RT, then washed with successive baths of ethanol (70% then 95% v/v). Sections were counterstained with DAPI (1/5000, 62248, Thermoscientific) for 10 min and treated for 10 min in 0.3% (v/v) Soudan Black (Sigma-Aldrich) with 70 % ethanol to block autofluorescence. Slices were mounted with Dako Fluorescent mounting medium.

Image acquisition and image analysis. Stainings were quantified from 6-7 sections per animal for immunohistochemistry and 2-3 sections for immunofluorescence. For 6E10, A_{2A}R and Iba1 staining, images were acquired using 20x objective Zeiss Axioscan Z1 slide scanner.

Quantification of the 6E10 staining intensity was performed using Mercator software (Explora Nova, USA). Hippocampal A β plaque load expressed as the percentage of 6E10 stained area was calculated. Quantification of Iba1 positive area was performed with Image J software (Scion Software). For immunofluorescence, images were acquired using a 40x oil objective Zeiss LSM-710 confocal laser-scanning microscope to define co-localization of A $_2$ AR with neuronal vs. glial markers. 3D reconstruction of 2D confocal image stacks was performed using Imaris software (Bitplane, USA). For the 3D morphological analysis of microglia, regions of the hippocampal CA1 area were imaged using a Zeiss Spinning Disk high-resolution microscope taking-up to 15 z-stacks at 1 μ m steps with a 40x oil objective. The Iba1⁺ microglia were 3D-reconstructed using the “Surface” and “Filament Tracer” rendering functions in Imaris and the microglial morphology was studied using sholl analysis. This analysis was done at distance from the amyloid plaques (>50 μ m). Sholl intersections are the number of times a cell extension in a 2D representation intersects the concentric circles, or radius, positioned at an interval of 1 μ m and starting from the cell soma.

For Homer1, Synaptophysin, Shank3 and Phalloidin single-plane images (3 regions of interest -ROIs- per section) were acquired on an Zeiss LSM-710 Airyscan confocal microscope with a 63x oil objective. Quantification of number of puncta for each marker was performed using the « Spots » function in Imaris. Spots were detected for each channel using an x-y-z size of 0,4 μ m and automated background subtraction. For microglial engulfment analysis of synapses, hippocampal CA1 regions were imaged on a Zeiss LSM-710 Airyscan microscope taking-up to 43 z-stacks at 0.16 μ m steps with a 63x oil objective. Cd68-positive lysosomes were 3D-reconstructed using the « Surface » rendering function in Imaris and Synaptophysin and Homer1 puncta (reconstructed with « Spots ») inside the Cd68⁺ lysosomes were quantified. Quantification of AT8-positive area surrounding amyloid plaques within a 15 μ m distance was also performed on Imaris to create surface of each section based on the threshold applied to all images (2-3 ROIs per section). To do so, an average of 6-7 images per sections of AT8 and Thioflavin⁺ plaques was acquired with a 63x oil objective on Zeiss LSM-710.

# Supplementary material for: Neuronal A2A receptor exacerbates synapse loss and memory deficits in APP/PS1 mice
**Source:** Brain. 2024 Jul 5;147(8):2691–705. doi: 10.1093/brain/awae113
**Supplement:** awae113_Supplementary_Data

Supplementary Figures

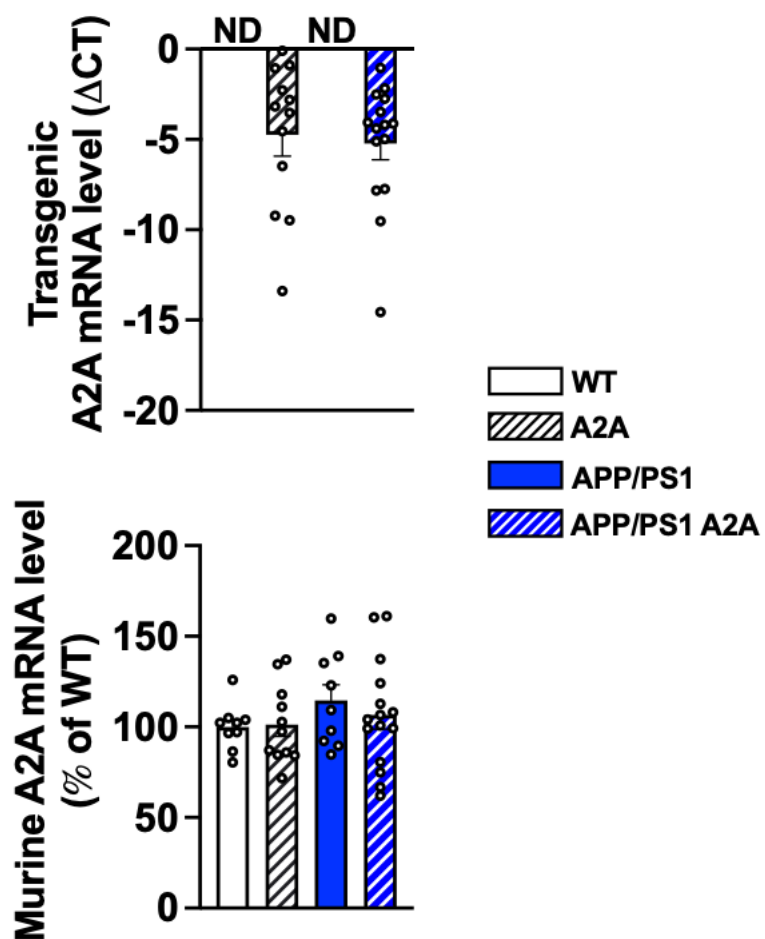

Supplementary Figure 1. Levels of the transgenic (upper graph) and endogenous A2A (lower graph) mRNAs in the different experimental groups.

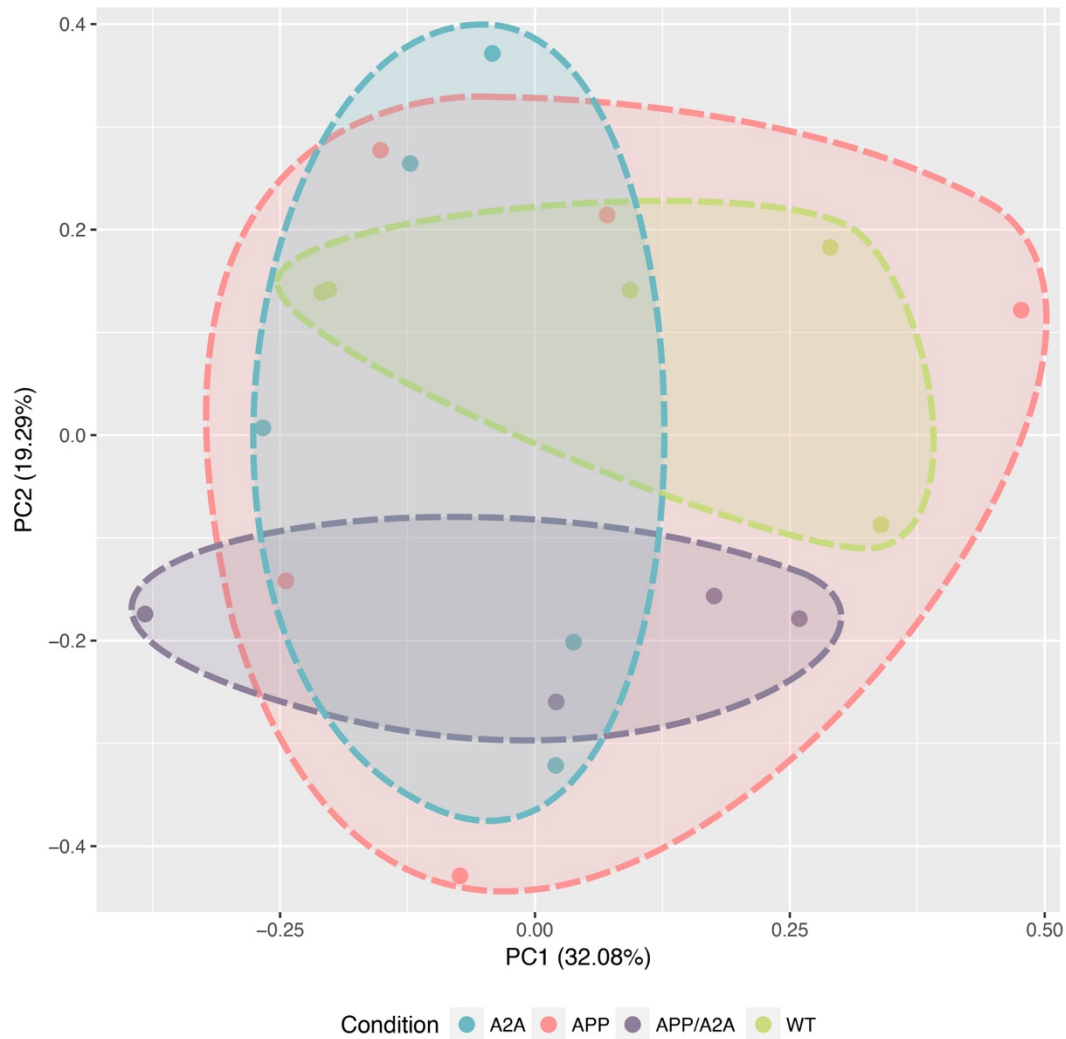

Supplementary Figure 2. Transcriptome profiling. Principal Component Analysis (PCA) performed from hippocampal transcriptomics from WT, A2A, APP/PS1 and APP/PS1 A2A animals. Dots represent samples and are colored according to the genotype. The first and second principal components explained 32.08% and 19.29% of the variance, respectively.

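The leading component of the hippocampal counts went with genes of the ventricle wall and of the hippocampal fields, and no difference between its group means passed a permutation test. On log2 CPM of the 500 most variable genes it held 48.1% of the variance and the second component 21%. Over the 19 mice the first component went with the score of ependymal genes (Pearson's r = 0.919, Spearman's rho = 0.928, permutation p = 1e-05, the smallest the permutations can give, adjusted p = 8.5e-05 over 17 marker lists) and r was 0.88 without the 2 mice farthest from the median. With choroid plexus genes r was 0.877 and rho 0.86, and r was 0.823 without 2 mice. With markers of CA1 pyramidal neurons r was -0.738 and rho -0.723 (permutation p = 0.00025, adjusted p = 0.00142). With CA3 markers r was 0.702 and rho 0.702 (permutation p = 0.00102, adjusted p = 0.00433), and with markers of dentate granule cells r was -0.639 and rho -0.621 (permutation p = 0.00304, adjusted p = 0.0103). Without the 2 mice these r were -0.656, 0.632 and -0.594. Marker genes may themselves be among those the component was built from, so these correlations are not independent of it. All 10 choroid plexus and all 5 ependymal genes were among the 3705 most variable genes. Between groups the exact permutation p for the means of these components ran from 0.294 to 0.833. Over all tested genes the first component held 29.5% and the second 16.9%, and after a variance stabilizing transformation 50.3% and 22.8%.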

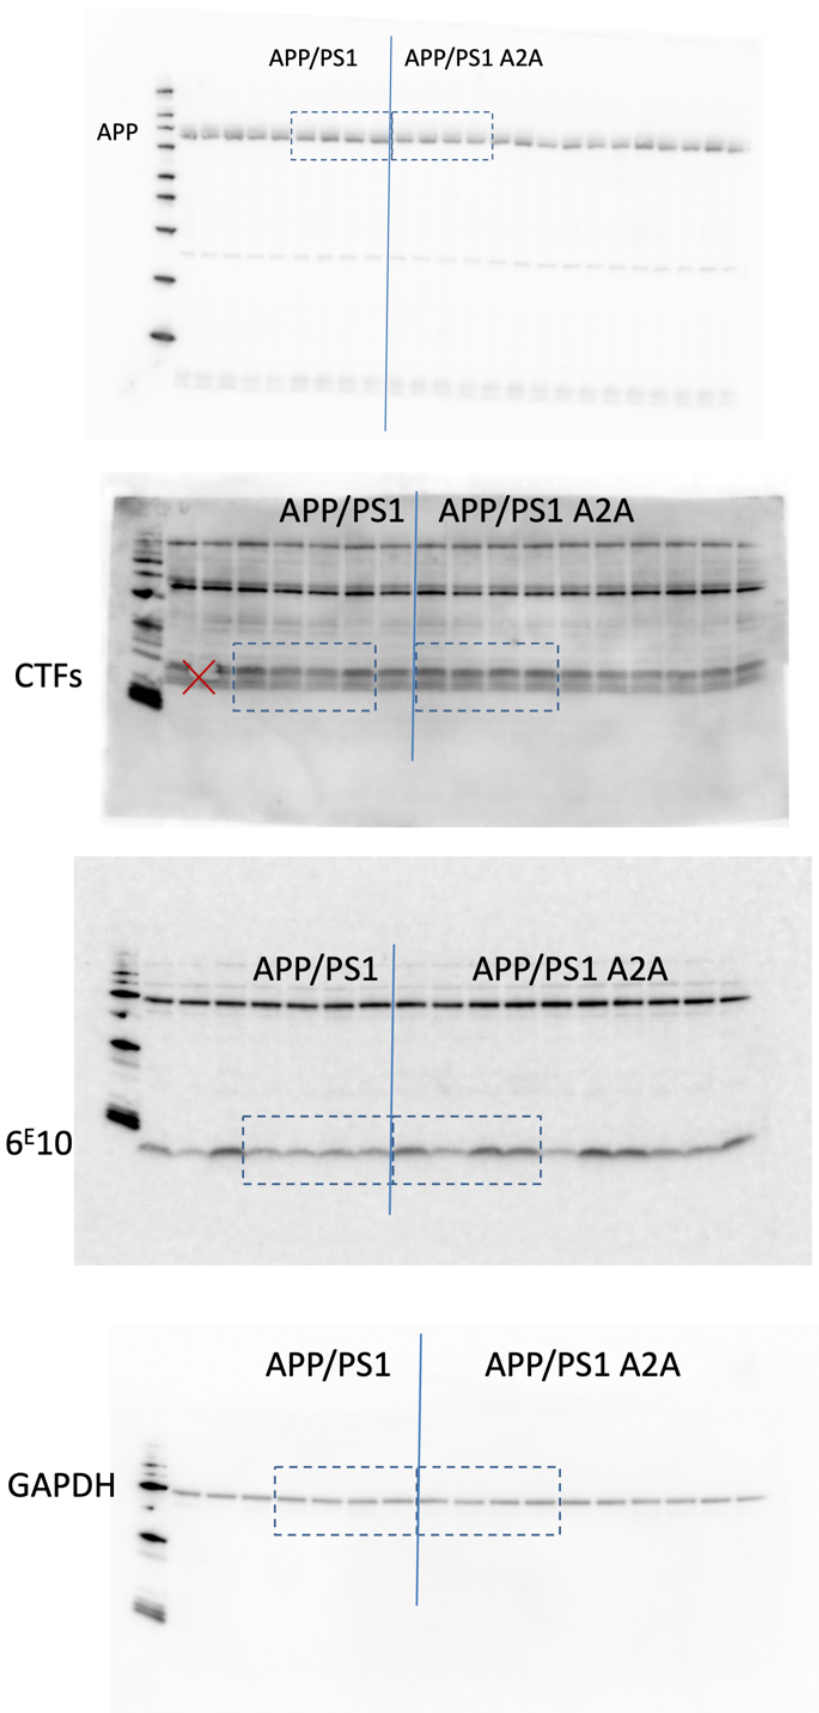

Supplementary Figure 3. Original western blots of the Figure 3F.

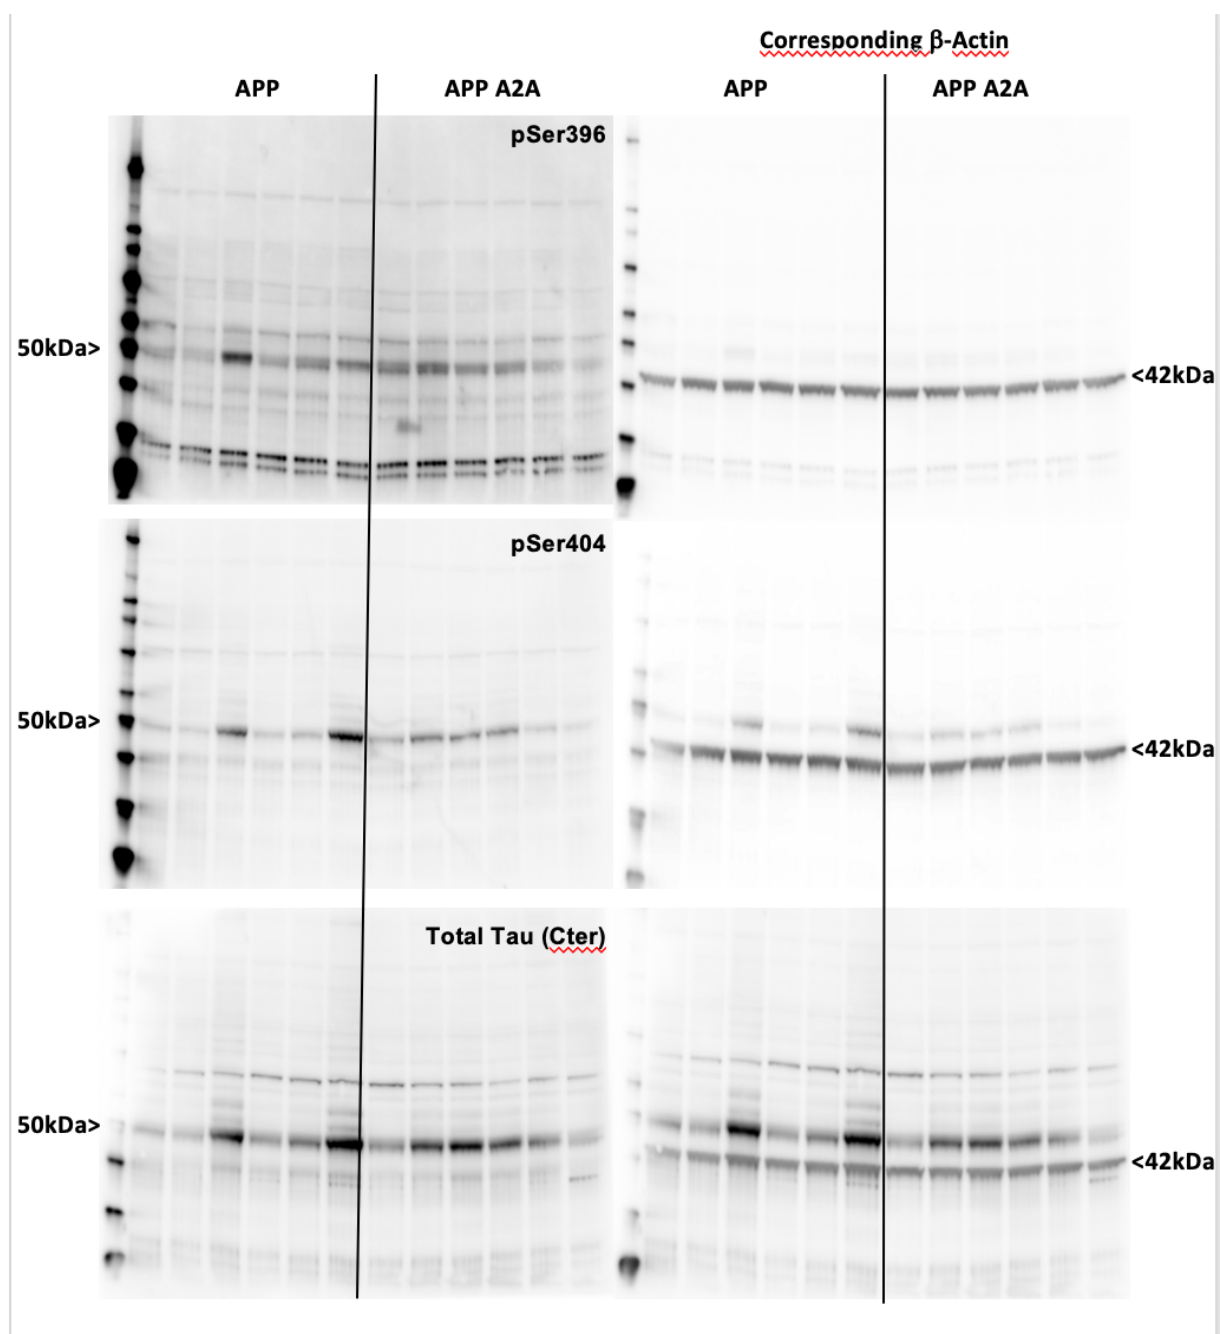

Supplementary Figure 4. Original western blots of the quantification on Figure 3G.

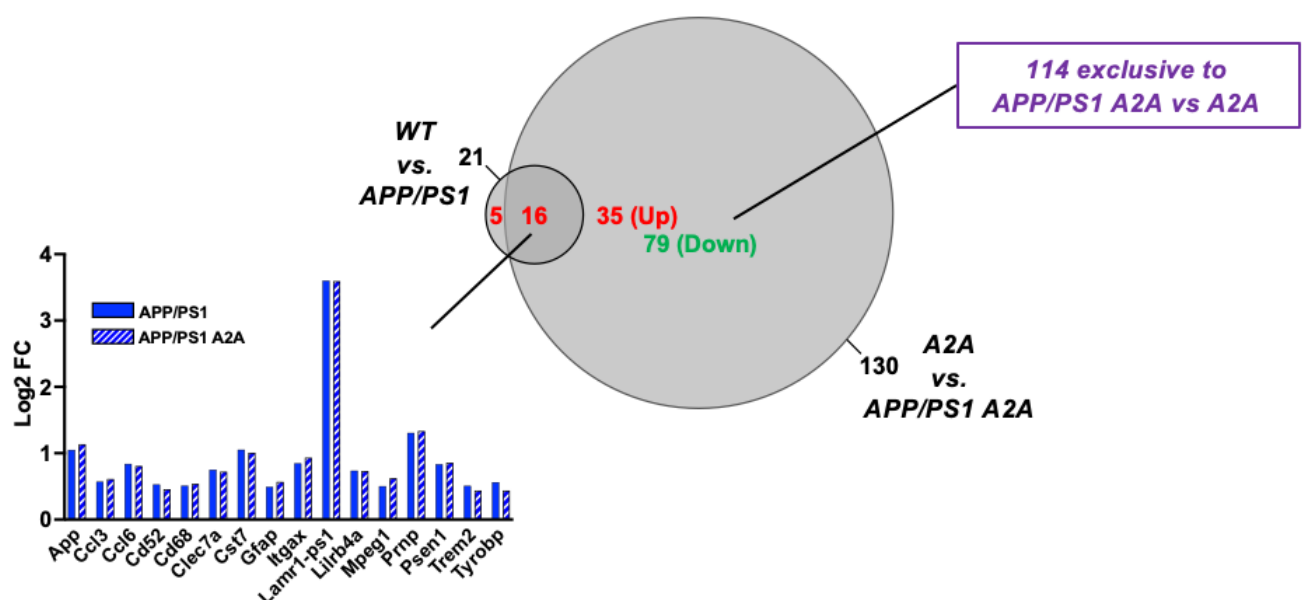

Supplementary Figure 5. Analysis of differentially expressed genes (DEGs; $|\text{Log}_2 \text{ fold change}| > 0.32$ and adjusted $P\text{-value} < 0.05$) in the hippocampus of WT, A2A, APP/PS1 and APP/PS1 A2A animals at the age of 6 months ($N=4\text{--}5$ mice per group). Venn diagrams shows the number of DEGs between APP/PS1 vs. WT mice (21 upregulated genes, red) as well as APP/PS1 A2A vs. A2A animals (51 upregulated, red; and 79 downregulated genes, green). The 16 DEGs found commonly upregulated in APP/PS1 mice vs. WT and APP/PS1 A2A mice vs. A2A, were, for most of them being related to neuroinflammatory processes. 114 genes were exclusive to APP/PS1 A2A mice.

A UP-regulated
Exclusively in APP-A2AR vs A2AR

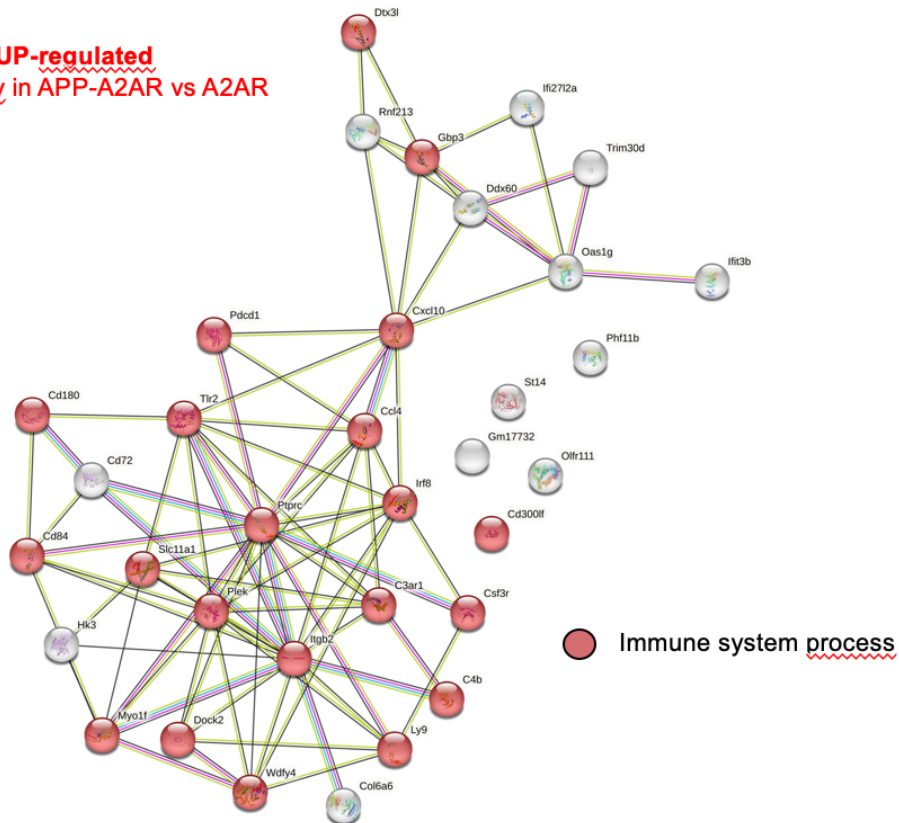

B DOWN-regulated
Exclusively in APP-A2AR vs A2AR

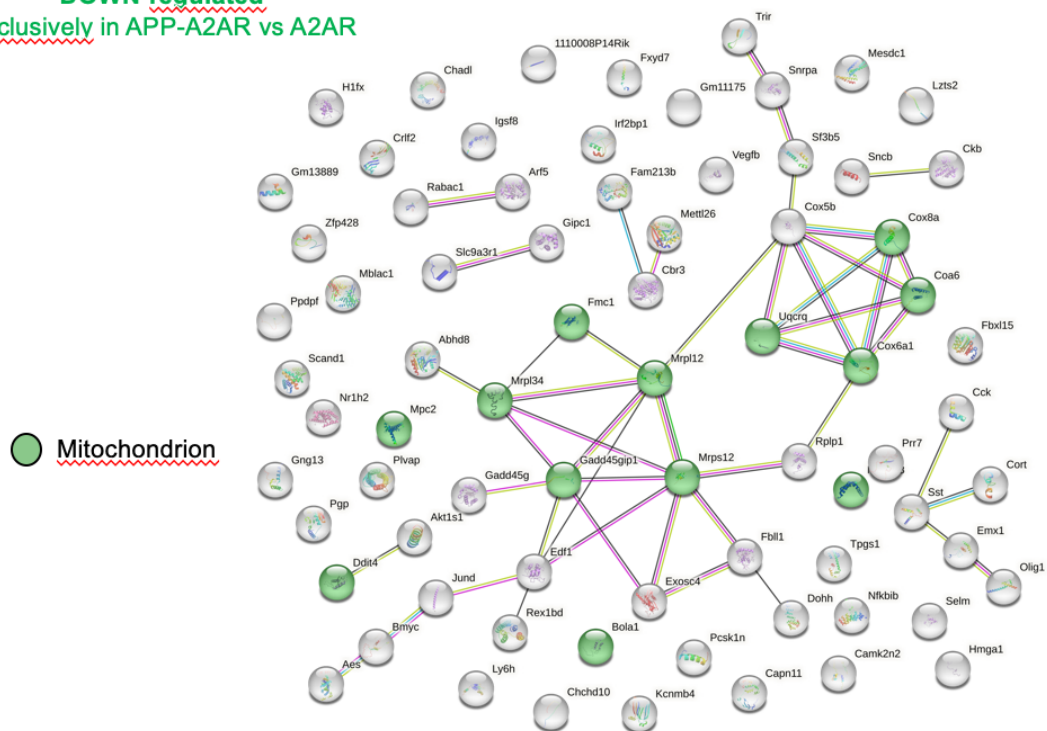

Supplementary Figure 6. STRING network analysis of the exclusive 35 increased (A) and 79 decreased (B) genes exclusive to APP/PS1 A2A mice.

Genes exclusive to APP/PS1 A2A vs A2A common to the hippocampal transcriptome signing the evolution of APP/PS1 mice (Yang et al., 2019)

Pathological evolution signature of APP/PS1 mice (7>18m)

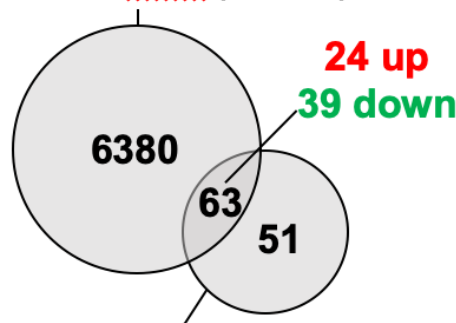

**Exclusive APP/PS1 A2A
signature**

UP-regulated gene

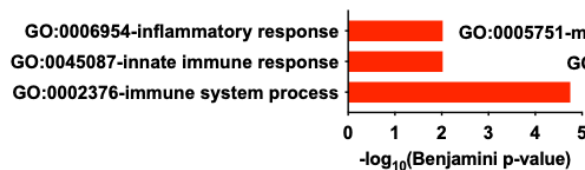

DOWN-regulated genes

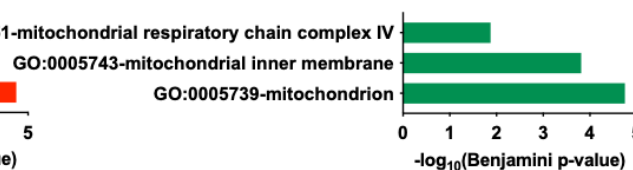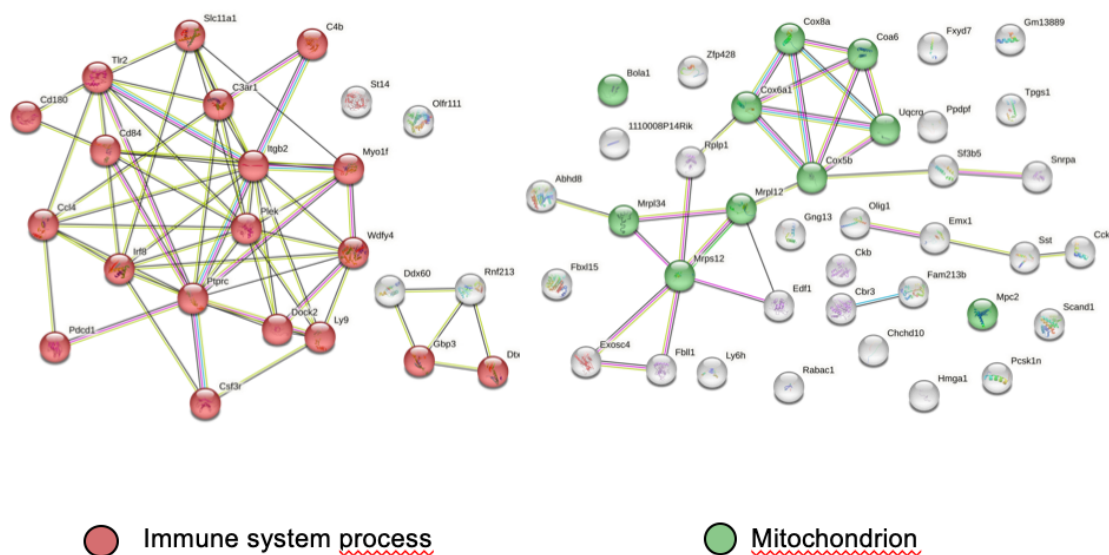

Supplementary Figure 7. Signature comparison between genes signing the evolution of hippocampal transcriptome in 18 vs 7m APP/PS1 mice and exclusive genes of APP/PS1 A2A mice using Venn diagram. Functional annotation of the 24 upregulated genes and 39

downregulated genes commonly found in evolving APP/PS1 mice and APP/PS1 A2A animals as performed with DAVID shows upregulated gene with immune-related processes (red bars) and downregulated genes with mitochondrial function (green bar). The lower panel corresponds to the STRING network analysis these genes.

Genes exclusive to APP/PS1 A2A vs A2A common to whole transcriptome hippocampal profile of late-onset AD patients (Annese et al., 2018)

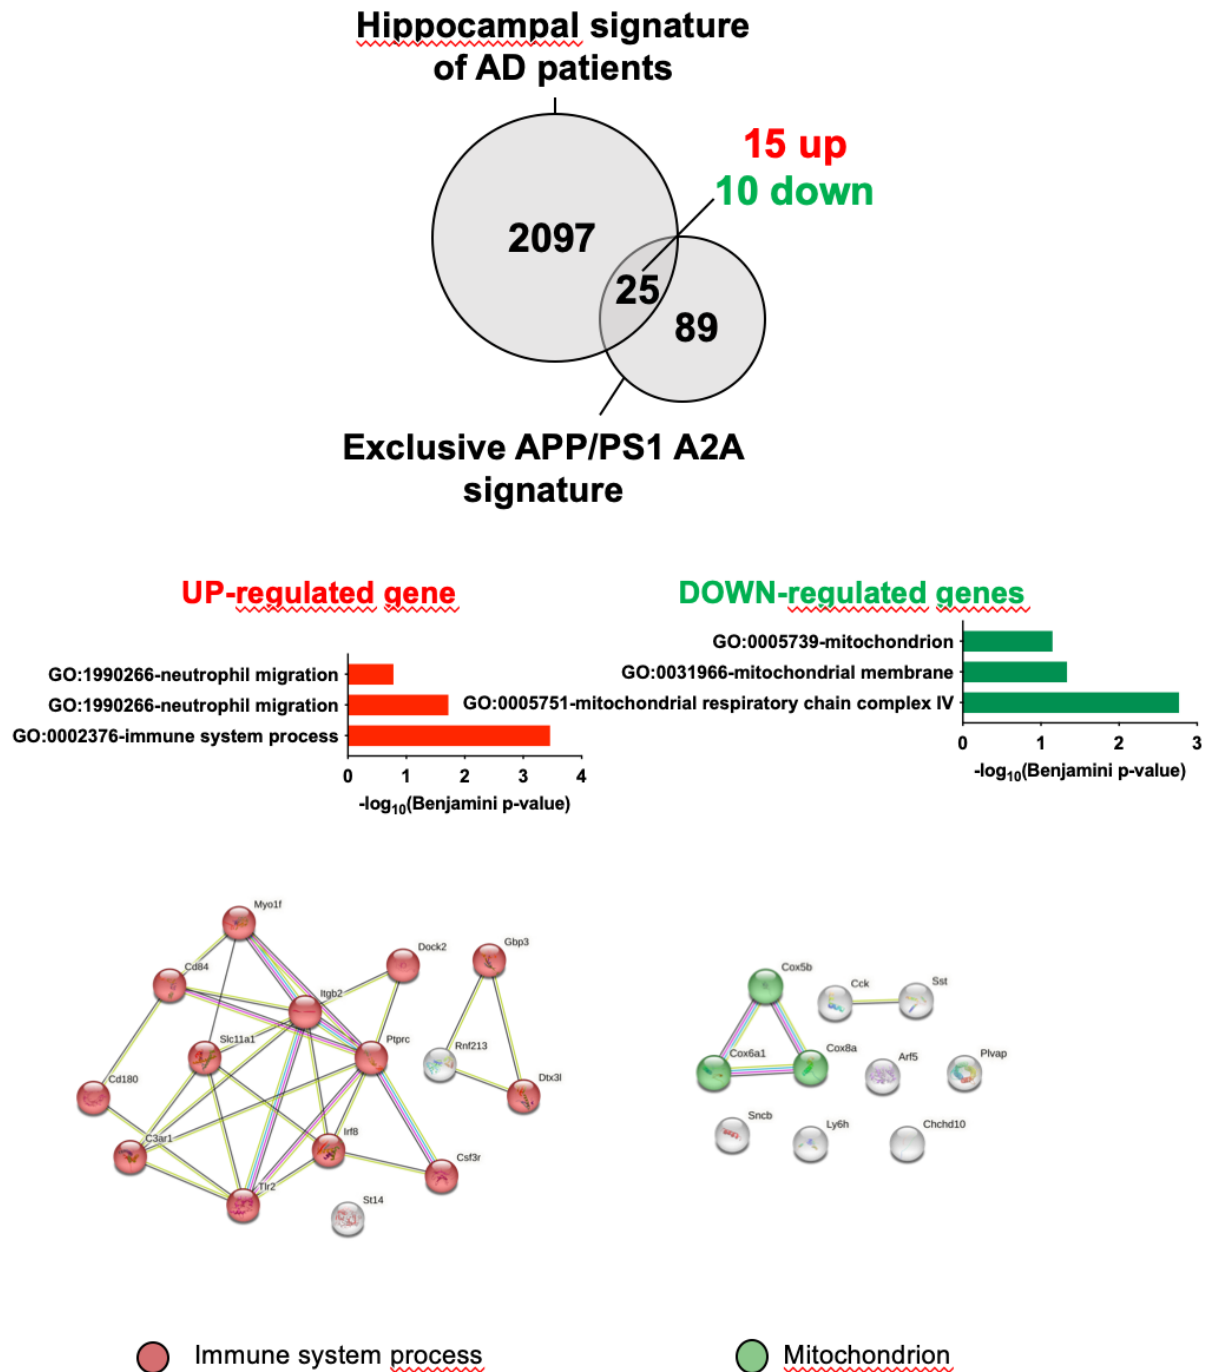

Supplementary Figure 8. Signature comparison between genes signing hippocampal gene variation of AD patients and exclusive genes of APP/PS1 A2A mice using Venn diagram.

Functional annotation of the 15 upregulated genes and 10 downregulated genes commonly found in AD patients and APP/PS1 A2A animals, as performed with DAVID, shows upregulated gene with immune-related processes (red bars) and downregulated genes with mitochondrial function (green bar). The lower panel corresponds to the STRING network analysis these genes.

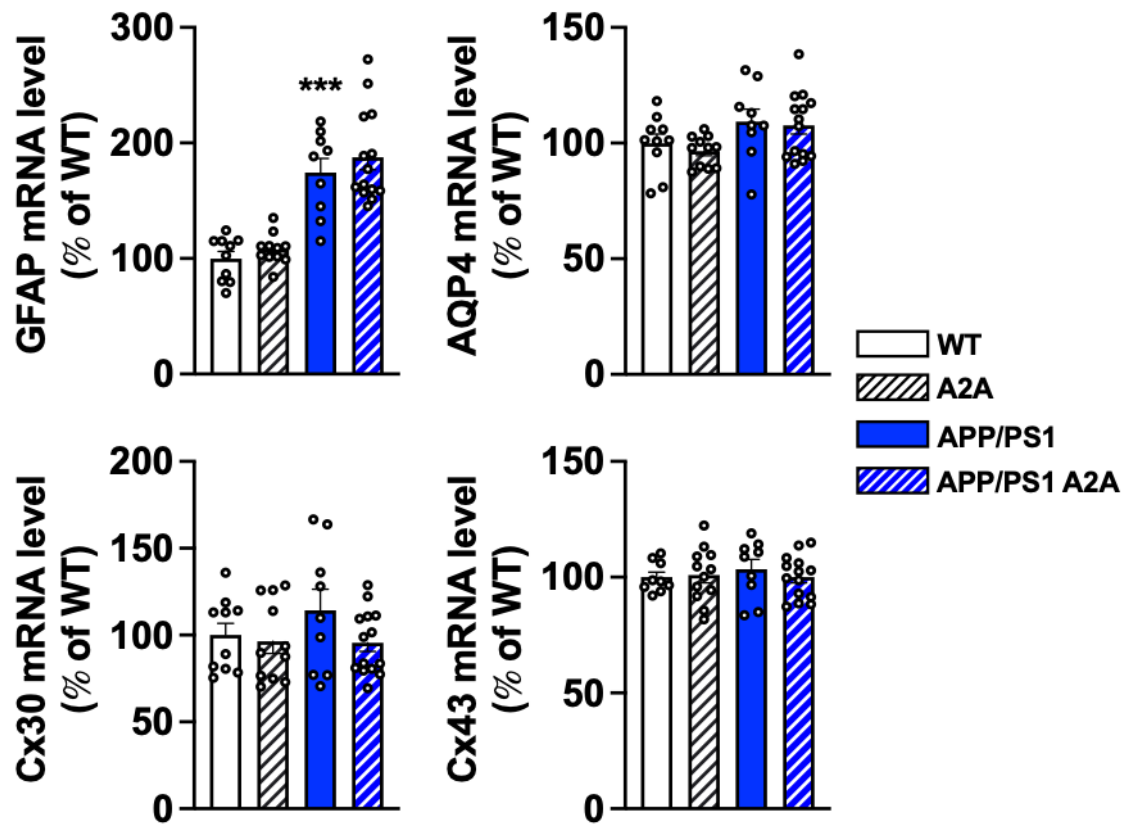

Supplementary Figure 9. mRNA levels of different astrocytic markers in the different groups of mice. *** $P < 0.001$ vs. WT, One-Way ANOVA followed by Tukey's post hoc test. N=10-28 mice per group.

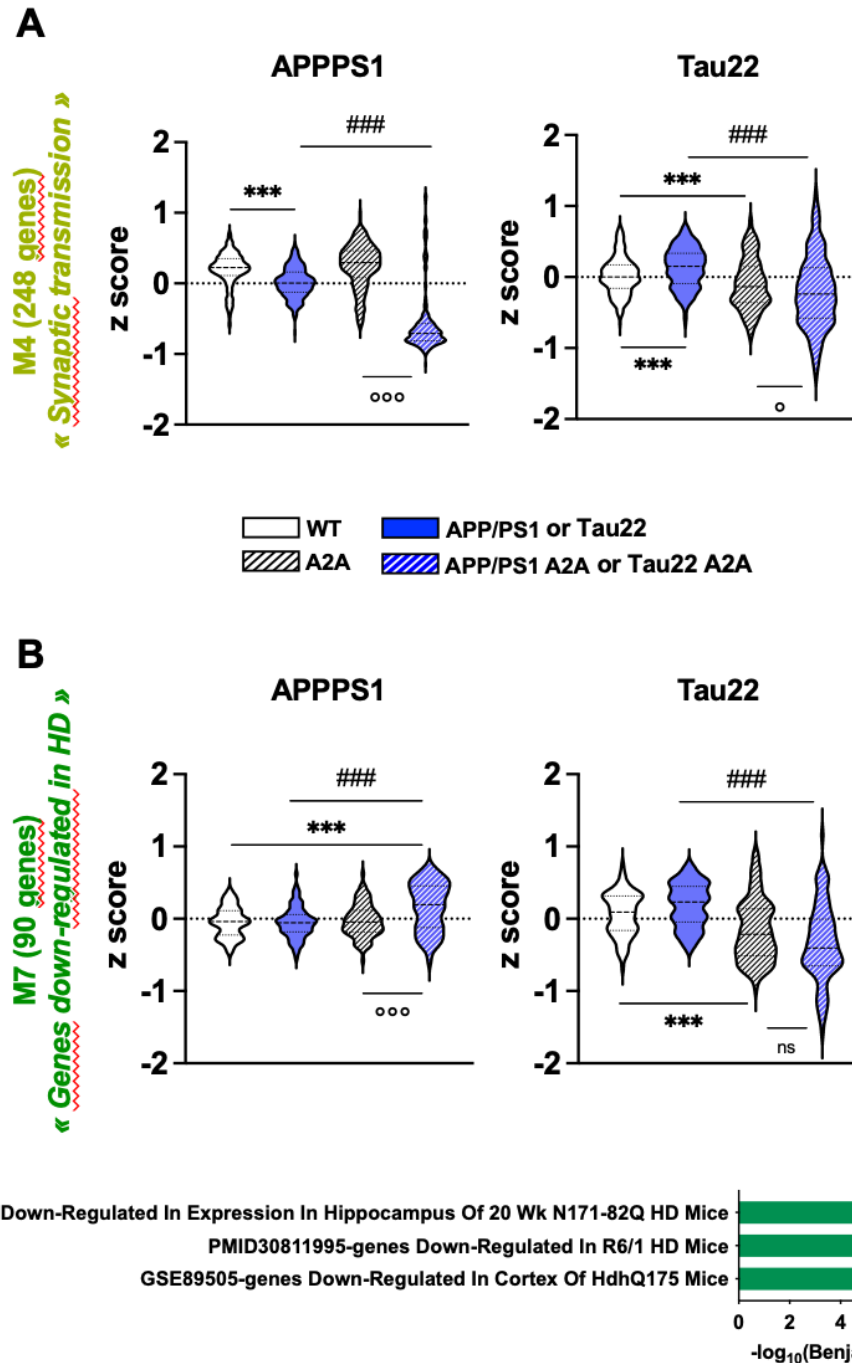

Supplementary Figure 10. Violin plots representing z-score expression values of genes from the RNA-seq analyses performed in APP/PS1 mice (this study) and THY-Tau22 mice (Carvalho et al., 2019) for the different genotypes (n = 4 per group). The M4 and M7 modules were defined using CEMITool analyses (Figure 5). **(A)** M4 module associated with “synaptic

transmission” signature. Note that gene expression in this module is down-regulated by neuronal expression of A2AR in both APP/PS1 and Tau mice, although more moderate in Tau mice. **(B)** M7 module associated with “Genes down-regulated in HD” signature. Pathway analysis (Enrichr, Biological Process) of dysregulated genes in the M7 module is represented below by the 3 most significant terms. While gene expression in this module is down-regulated in the hippocampus of several HD mouse models and down-regulated in Tau mice expressing a neuronal A2AR compared to Tau mice, it is up-regulated in the hippocampus of APP/PS1 mice expressing neuronal A2ARs compared to APP/PS1 mice. ***, ###, °°° $P < 0.001$; ns: non-significant; using the non-parametric Kruskal Wallis test, original FDR method of Benjamini and Hochberg for post-hoc test.

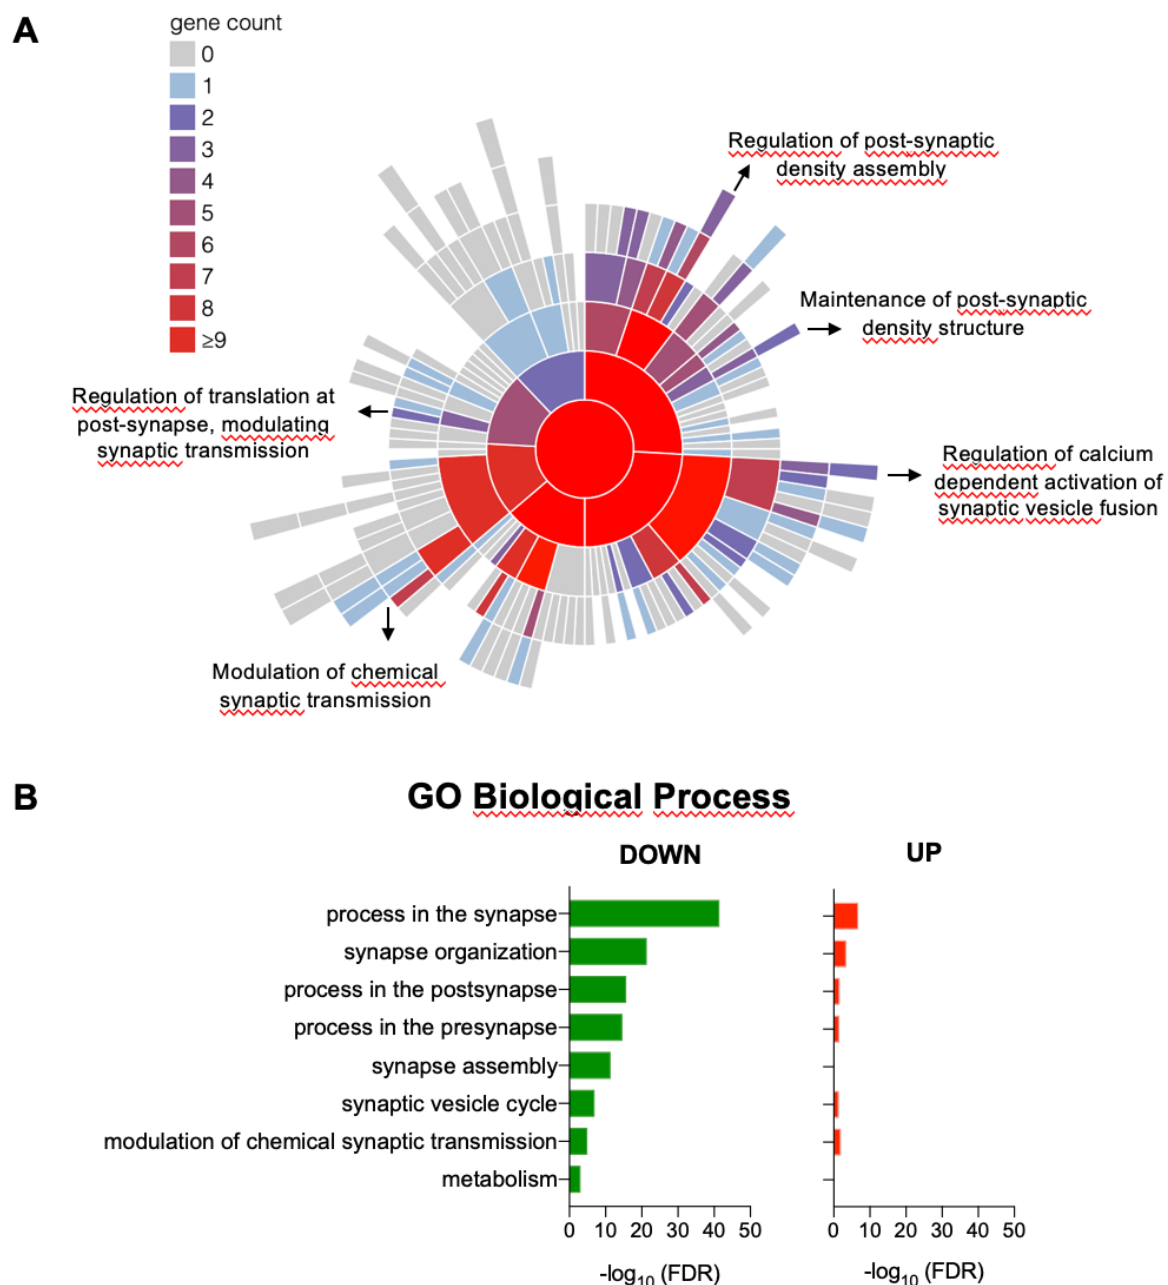

Supplementary Figure 11. SynGO analyses of proteomic results. **(A)** Significant down-regulated proteins found in APP/PS1 A2A versus APP/PS1 hippocampi. The SynGO ontologies and annotations tool revealed that 69/115 genes have a Cellular Component and 63/115 have Biological Processes annotation, among which 22 Cellular Component and 34 for Biological Processes terms are significantly enriched at 1% FDR. Warmer colors represent the predominance of proteins associated with the respective pathway. Biological Process ontology terms are specifically given for most enriched clusters. **(B)** Comparison of Biological Processes terms between up- and down-regulated lists. Graphs showing statistics of similar Biological Process terms within the up- and down-regulated lists of the proteomic study obtained by SynGO analyses.

A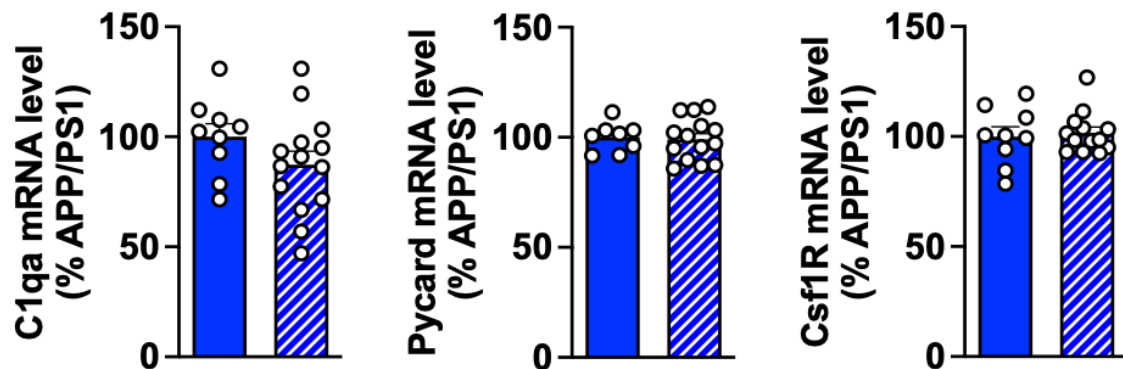**B**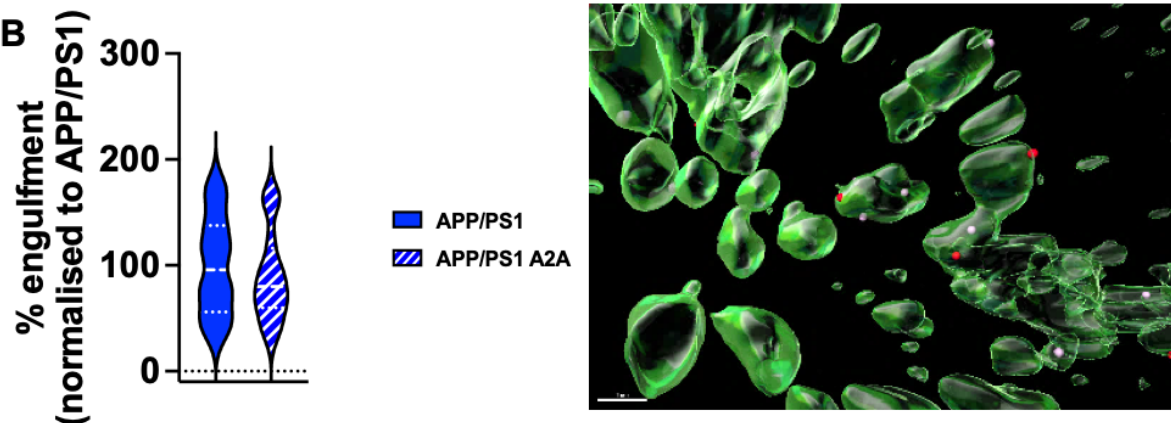

Supplementary Figure 12. Synaptic loss induced by neuronal A_{2A}R upregulation in APP/PS1 mice is not associated with a microglial-based pruning. (A) qPCR analysis of C1qa and other markers previously found upregulated in Tau A2A animals, i.e. Pycard and Csf1R showing no change in the hippocampus of APP/PS1 A2A vs. APP/PS1 mice. N=9-14 mice per group. **(B)** Quantification of engulphed Synaptophysin and Homer1 puncta within microglial Cd68⁺ microglial structures in the CA1 of APP/PS1 and APP/PS1 A2A mice. The percentage of synaptic engulphment by microglia was found unchanged. N=23-24 from 5-6 mice per group. Representative image for microglial engulphment analysis of synapses. Three dimensional reconstruction by Imaris software showing pre-synaptic (synaptophysin, in purple), post-synaptic (Homer1, in red) and lysosomal (cd68, in green) markers. (Scale bar : 5 μ m).

How the deposited data were processed for this re-analysis (not part of the article)

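RNA of the hippocampus of 19 female mice was measured at 6 months, after injection of the tTA vector at 3 months, in 5 WT, 5 A2A, 5 APP/PS1 and 4 APP/PS1 A2A mice, each mouse being 1 library. The authors made the counts from single reads of stranded libraries of polyadenylated RNA by trimming, removal of ribosomal reads, alignment to mm10 with STAR 2.5.3a and counting per gene with HTSeq 0.6.1p1, and the counts were deposited without normalization. The log2 fold changes in the deposited table were made by the authors with DESeq2 1.16.1 from the same counts. A column headed as a log2 fold change of APP/PS1 A2A versus APP/PS1 holds 2 distinct values over all genes and was not used. The p-values in the deposited table are the authors' DESeq2 results, deposited with their Benjamini-Hochberg adjusted values. All comparisons were computed again from the counts, and a value of the authors' comparisons is printed only where it is said to be theirs.

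The median total was 35891080 counts per mouse, with a range from 21305902 to 53717373, and the APP/PS1 A2A libraries were the deepest as a group. Of 35640 genes with a count in any mouse, 18529 were tested, those kept by edgeR's filter by group at a minimum count of 10. Counts were normalized by TMM and fitted with edgeR 4.0.16 as 4 group means, and contrasts were tested by the quasi-likelihood F-test in R 4.3.3. The contrasts were APP/PS1 versus WT, A2A versus WT, APP/PS1 A2A versus A2A, APP/PS1 A2A versus APP/PS1, and the difference between the genotype's effects with and without A2A. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 0.32. Standard errors of log2 fold changes come from the same fit, and levels are CPM with their SD over mice.

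Gene lists were tested on log2 CPM (prior count 2) with camera from limma 3.58.1, at a preset correlation of 0.01 and with an estimated correlation, and with fry. The 44 lists covered the transgene, adenosine receptors, genes the paper names, microglial states, complement, interferon and antigen presentation, astrocytes, the complexes of the respiratory chain, ribosomal proteins, synapses, inhibitory synapses and interneurons, immediate early genes, genes tied to the risk of Alzheimer's disease, other cell types and neighbouring regions, and 1 list had too few measured genes to test. List scores per mouse were compared by two-sided exact permutation tests, adjusted over the lists in each comparison. Principal components used the 500 most variable genes. Clusters came from the 20% most variable genes by Ward linkage into 16 clusters, in place of the published modules, whose tool and gene lists were not at hand. Correlations over the 19 mice were tested with 100000 permutations.

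The comparisons, tests, gene lists and most alternatives were fixed before the data were examined, while the paper's tables had been read. Genes named in the text are those the paper names for RNA-seq, with the lists drawn from the paper, the transgene and the adenosine receptors, then the 10 higher and 10 lower called genes of smallest adjusted p in each comparison, then up to 4 members of each list with the smallest p. Any other gene is said to have been named after its values were seen.

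The alternatives were DESeq2 1.42.0 with default options and with a prior on fold changes, limma-voom with and without sample quality weights, other size factors, other filters on low counts, only the compared groups in the fit, 1 surrogate variable from sva 3.50.0, offsets for the trend of each library with GC content and gene length, and leaving out each mouse in turn. GC content was available for 18518 of the 18529 genes. Thinning to equal totals, leaving out pairs of mice, a term for choroid plexus and ependymal genes, and leaving out each mouse in the DESeq2 fit with a prior were added after the data had been seen.

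The tests were checked on simulated data, with changes put into part of 18529 genes. In the design of APP/PS1 versus WT edgeR recovered 50% of genes changed by 0.5 on the log2 scale, 89% of those changed by 1 and 98% of those changed by 2, with 7 false calls. In that of APP/PS1 A2A versus A2A it recovered 48%, 87% and 90%, again with 7 false calls. DESeq2 with default options gave 33 and 26 false calls in these designs, DESeq2 with a prior 25 and 23, and limma-voom 9 and 6. Each gene was simulated independently with the dispersion that edgeR had estimated, and only genes over 1 CPM were changed. The simulation therefore lacks the shared variation of the real mice and rests on edgeR's own model. It cannot tell which genes called by DESeq2 in the real data are false. A simulated trend with GC content moved genes of high GC content by a median of -0.30, and by -0.01 with the offsets.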

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

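The tests of explanations and the counts of other splits of the mice in this part were chosen after the results had been seen, while the tests of the difference between the genotype's effects with and without A2A were planned.

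The 79 genes that Table S3 lists as lower in APP/PS1 A2A than in A2A mice, among them Cox5b, Cox6a1 and Cox8a of complex IV and the interneuron gene Cort, had a median log2 fold change of -0.69, and all 79 were negative. A trend of each library with GC content and gene length is not the whole of it. With offsets for that trend the median was -0.55 (quartiles -0.75 and -0.41). At equal library totals the median was again -0.69, but thinning keeps each gene's expected share of its library. It could hardly move this median, and says nothing on a difference between libraries that goes with depth. What also stays open is that these genes vary together between mice. Over the 10 WT and APP/PS1 mice their median correlation was 0.746. The upper end of the 95% range for random sets of as many genes was 0.0314. So 4 mice at the low end of a shared variation could give the pattern. Chance cannot be excluded, since 3 of 60 splits of the 9 mice, the real one included, gave as many genes called by DESeq2 in these groups alone (241 in the real split and 1059 in the highest other). A split with several times the real count may point to a structure of the samples, which was not tested. An effect of A2A in mice of the APP/PS1 genotype stays open beside chance. Against APP/PS1 mice the median was -0.46 with all 79 negative, 71 at an unadjusted p under 0.05 and 57 lower when adjusted over the list alone. There edgeR called 0 over all genes, and the study chose the genes on the same APP/PS1 A2A mice.

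The 35 genes that Table S3 lists as higher in APP/PS1 A2A versus A2A and not in APP/PS1 versus WT had a median of 0.86 in the former. Without APP/PS1 A2A replicate DDBM152 the median was 0.66 and all 35 were positive. The study chose the genes on these mice, so positive values were likely in advance. They cannot exclude that this mouse carried much of the rise. In the added DESeq2 fit with a prior, 22 of the 51 genes listed as higher were still called without DDBM152. Without A2A replicate DDBM161 21 were. In APP/PS1 versus WT the 35 genes had a median of 0.48 (33 of 35 positive). They may thus be genes that respond to the genotype in both backgrounds and miss the threshold in APP/PS1 versus WT. For the 26 interferon response genes the median between APP/PS1 A2A and APP/PS1 mice was 0.14 with DDBM152 and -0.075 without it, so that a single mouse could account for that difference. Whether A2A adds to the genotype's effect on the 35 genes stays open, as edgeR called 0 of these differences over all genes, with 5 at an unadjusted p under 0.05, and the study chose the genes on these mice.

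The 5 measured genes of red blood cells, Table S3's genes for APP/PS1 versus WT alone, had a median of 2.80 there. Their median was -0.26 in APP/PS1 A2A versus A2A, which cannot decide whether the APP/PS1 genotype itself acts on them. The study's set holds genes that passed in APP/PS1 versus WT alone, so a smaller change here follows from that choice. Blood left in the tissue of single mice may be the source, although the paper's mice were perfused with saline, a step that removes blood, as the summed CPM of the 5 genes differed 22.0-fold between the highest and the lowest APP/PS1 mouse (12.4 to 272, against 5.34 to 26.1 in WT). Without APP/PS1 replicates DDBM178 and DDBM182, a choice made after their values had been seen, the median was 0.91. A change in the vessels of APP/PS1 mice that A2A prevents was not tested and stays open.

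The difference between the genotype's effects with and without A2A passed at the preset correlation for the 11 lists that follow, and for none of them with an estimated correlation, where the smallest adjusted p from camera was 0.279. Its median was -3.17 for the 5 genes of red blood cells, which are also the study's 5 genes for APP/PS1 versus WT alone. The interferon response genes had a median difference of 0.34, and of 0.15 without APP/PS1 A2A replicate DDBM152 (camera adjusted p = 0.213). Complex I had -0.20, complex III -0.16, complex IV -0.26 and ATP synthase -0.13. Without A2A replicate DDBM164 the medians of complexes I, III and IV were -0.12, -0.11 and -0.19, and without APP/PS1 A2A replicate DDBM155 -0.14, -0.10 and -0.19. Mitochondrial ribosomal proteins had -0.13 and cytosolic ribosomal proteins -0.22. Excitatory postsynaptic genes had 0.083 and inhibitory synapse and interneuron genes -0.16.

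Single mice stood apart from the rest of their group in 14 of 220 groups of scores, components and gene levels, where chance gives 11. A2A replicate DDBM164 had the highest scores of its group, 1.94 for complex I, 1.94 for complex III and 1.75 for complex IV. The ATP synthase score was -1.41 in APP/PS1 A2A replicate DDBM155. The score of genes of the mitochondrial genome was -0.96 in WT replicate DDBM169. Oligodendrocyte precursor genes had a score of 1.501 in A2A replicate DDBM160. Ependymal genes had a score of 1.49 in APP/PS1 replicate DDBM181, and thalamic genes of 1.41 in WT replicate DDBM168. The dentate granule score was -1.38 in A2A replicate DDBM162, and the CA3 score -1.003 in APP/PS1 A2A replicate DDBM152. On the first component A2A replicate DDBM161 was at -32.3. The log2 CPM of Htr7 was 1.69 and that of Oprk1 -0.56 in APP/PS1 A2A replicate DDBM152, and that of Kcnj4 was 5.11 in WT replicate DDBM172.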

How the results depend on the processing

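The alternatives named here as added were chosen after the data had been seen, and the others were planned. Of 26572 single-gene results under the alternatives set in advance, 26360 kept their side of the threshold, 179 passed it, 33 no longer did and 0 reversed. Of 4945 list results 4642 kept theirs, 94 passed, 206 no longer did and 3 reversed. Of 3440 score results 3361 kept theirs, 75 no longer passed and 4 did. A reversal was counted only for results that had passed before the setting was changed. A result that did not pass counts as kept even where its sign changed. limma-voom, other size factors, no filter on low counts, the GC content and length offsets and the added equal totals called 8 to 10 genes in APP/PS1 versus WT and 11 to 13 in APP/PS1 A2A versus A2A. No paired analysis was possible because every mouse has its own number and no number is shared between groups. The cause of the changes that follow was not tested, except that fewer genes or fewer mice enter where the setting says so.

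DESeq2 with default options called 21 genes in APP/PS1 versus WT, 1 in A2A versus WT, 162 in APP/PS1 A2A versus A2A and 1 for the difference between the effects (Capn11). With a prior on fold changes it called 21 in APP/PS1 versus WT, 130 in APP/PS1 A2A versus A2A, 2 in APP/PS1 A2A versus APP/PS1 and 1 for the difference. Of the genes of Table S3, where edgeR called 10 of 21 and 12 of 130, DESeq2 called 18 and 129 by default and 21 and 130 with the prior. Sample quality weights in limma-voom gave 272 in APP/PS1 A2A versus A2A and 1 surrogate variable gave 21. Among genes with at least 10 counts in every mouse, fewer genes being tested, 4 and 6 were called in APP/PS1 versus WT and APP/PS1 A2A versus A2A, and with only the compared groups in the fit 5 were called in the former. Leaving out 1 mouse at a time gave 8 to 18 genes in APP/PS1 versus WT (18 without APP/PS1 replicate DDBM181), 10 to 93 in APP/PS1 A2A versus A2A (93 without A2A replicate DDBM162) and 0 to 0 in the other comparisons and for the genes of Table S4. In the added DESeq2 fit with a prior it gave 12 to 43, 0 to 2, 28 to 233, 0 to 5 and 1 to 35 genes for the comparisons in their order, with 28 without A2A replicate DDBM161 or APP/PS1 A2A replicate DDBM155, and 35 without A2A replicate DDBM162.

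Camera at the preset correlation called 14 lists in APP/PS1 versus WT, 9 in A2A versus WT, 22 in APP/PS1 A2A versus A2A, 15 in APP/PS1 A2A versus APP/PS1 and 11 for the difference between the effects. In that order an estimated correlation gave 7, 0, 4, 0 and 0, and fry 5, 0, 12, 0 and 0. Without 1 mouse at a time the numbers were 12 to 17, 6 to 11, 20 to 23, 10 to 18 and 9 to 13, and in APP/PS1 A2A versus APP/PS1 8 without APP/PS1 replicates DDBM178 and DDBM182 (added). List scores passed for 8 lists in APP/PS1 A2A versus A2A, for 0 to 9 without 1 mouse, with 0 without any of the 9 mice compared, where fewer mice raise the smallest p the test can give, and for 0 to 0 in the other comparisons. In APP/PS1 A2A versus APP/PS1 the interferon list turned to lower without APP/PS1 A2A replicate DDBM152 (adjusted p = 0.881 from limma's camera, the highest of 2.45e-06 to 0.881 with 1 mouse left out) and also without A2A replicate DDBM160 and APP/PS1 A2A replicate DDBM152 (added, adjusted p = 0.882). Without APP/PS1 replicate DDBM181 camera's direction, taken against all other genes, turned to lower there for 2 lists. These were the 16 shared genes (adjusted p = 0.935, the highest of 0.000286 to 0.935) and homeostatic microglia (adjusted p = 0.9, within 0.000718 to 0.941). The median of the 16 genes themselves was still 0.011, with 9 positive. The first component held 29.5% and the second 16.9% of the variance over all tested genes, and 50.3% and 22.8% after a variance stabilizing transformation.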

Differences from the paper's values

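The alternatives named in this part were set before the data were examined, except for the leave-one-out fits of DESeq2, which were chosen after the values had been seen. All counts of genes use the thresholds the paper states, and a value lies within the margin when neither it nor the paper's is more than 1.5 times the other.

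For APP/PS1 versus WT the paper reports 21 genes, and edgeR called 10. Of 31 alternatives 3 lie within the margin of the paper's number, DESeq2 with default options (21), DESeq2 with a prior on fold changes (21) and edgeR without APP/PS1 replicate DDBM181 (18), and the other 28 do not. For APP/PS1 A2A versus A2A the paper reports 130 genes, and edgeR called 12. Within the margin are DESeq2 with default options (162), DESeq2 with a prior (130) and edgeR without A2A replicate DDBM162 (93), and 28 alternatives are not. The paper's 51 higher genes stand beside 11, with DESeq2 by default (56), DESeq2 with a prior (51) and limma-voom with sample quality weights (51) within the margin and 28 not. The paper's 79 lower genes stand beside 1, with DESeq2 by default (106), DESeq2 with a prior (79) and edgeR without A2A replicate DDBM162 (79) within the margin and 28 not. The paper's 114 genes for APP/PS1 A2A versus A2A alone stand beside 2, with 144, 114 and 84 under the settings that also bring the 130 within the margin, and 28 not. For genes higher in both comparisons the paper's number is 16 and edgeR's is 10. Within the margin are DESeq2 by default (17), DESeq2 with a prior (16), limma-voom with sample quality weights (11), 1 surrogate variable (12) and edgeR without APP/PS1 replicate DDBM181 (13), and 26 alternatives are not. With a prior, DESeq2 called all 21 and all 130 genes of Table S3. When each mouse was left out of that fit, it called 12 to 43 and 28 to 233 genes. For the first principal component the paper gives 32.08% of the variance, beside 48.1% here. With all tested genes it was 29.5%, within the margin, and with a variance stabilizing transformation 50.3%, which is not. Across genes, which are not independent replicates, Pearson's r between the log2 fold changes of Table S3 and those from edgeR was 0.687 over the 21 genes and 0.907 over the 130, with the same sign in all.

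The paper names Ccl3, Cd52, Cd68, Gfap, Trem2 and Tyrobp among the genes that differ in APP/PS1 versus WT and in APP/PS1 A2A versus A2A, and edgeR called none of them over all genes, though all 16 shared genes had an unadjusted p under 0.05 in each comparison and it called the other 10. Both DESeq2 settings called all 16 in each comparison, limma-voom 8 and 11, and limma-voom with sample weights 11 and 13. The paper states that 7 microglial genes changed with the genotype in the A2A background alone. All 7 were higher in APP/PS1 versus WT when adjusted over the list alone, edgeR called 0 of the 7 over all genes in either comparison, with 7 at an unadjusted p under 0.05 in each, and it called 0 differences between the backgrounds, where 0 had an unadjusted p under 0.05. In APP/PS1 A2A versus A2A DESeq2 called all 7 by default and with a prior, and limma-voom with sample weights called 7. The paper places Gabrd, Htr7, Kcnj4, Oprk1 and Tacr1 in a module that is higher in APP/PS1 A2A than in APP/PS1 mice, over the whole module and with 4 mice per group by the legend. The module's other genes were not at hand, and over 5 and 4 mice the log2 fold changes of these 5 genes ran from -0.10 to 0.45 against APP/PS1, with 3 of the 5 positive, and from -0.53 to 0.78 without APP/PS1 A2A replicate DDBM152. The paper describes a module of synaptic genes that is lower in APP/PS1 A2A mice. Excitatory postsynaptic genes of a list of general knowledge had a median of 0.09 and presynaptic genes of 0.08 against A2A, where DESeq2 by default, DESeq2 with a prior and limma-voom with sample weights each called 1 presynaptic gene lower, Sncb, and edgeR and limma-voom 0, while the complex IV genes, which the paper also reports as lower, had -0.24. The paper describes a stronger immune response in APP/PS1 A2A than in APP/PS1 mice, from a gene module, Iba1 staining and the shape of microglia. The module's genes were not at hand, and the RNA lists here do not measure staining or shape. Markers of disease-associated microglia had a median of 0.05 between these groups, and interferon response genes of 0.14, or -0.075 without APP/PS1 A2A replicate DDBM152. On the paper's own genes the direction is that of the paper: of the 51 genes Table S3 lists as higher with A2A, 47 were positive between these groups, with a median of 0.19, and of the 35 among them listed with A2A alone 32 were, with a median of 0.23. Without DDBM152 33 of the 51 and 24 of the 35 were positive, with medians of 0.033 and 0.074. Without APP/PS1 replicate DDBM181 40 of the 51 were positive, with a median of 0.097. With all mice edgeR called 0 of the 51, with 6 at an unadjusted p under 0.05.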

Other observations

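The other splits of the mice in this part were counted after the results had been seen, while the list tests were planned.

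The list score of inhibitory synapse and interneuron genes was lower in APP/PS1 A2A than in A2A mice. Of the 18 genes, 14 had a negative log2 fold change, with a median of -0.20, edgeR called Cort lower, and Cort, Sst and Cck were lower when adjusted over the list alone (camera adjusted p = 0.00018, and adjusted p = 0.079 with an estimated correlation). Sst, which encodes somatostatin, had -1.09 (standard error 0.255, adjusted p = 0.138 from edgeR), and Cck, which encodes cholecystokinin, -0.69 (standard error 0.162, adjusted p = 0.138). DESeq2 and limma-voom with sample weights called 3 of the 18 lower, and limma-voom alone 1. Pvalb, the marker of fast-spiking interneurons, had -0.40. The list score was -0.44 ± 0.30 (SD, n = 4) in APP/PS1 A2A and 0.29 ± 0.19 (SD, n = 5) in A2A (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0427). That adjusted p depends on how many lists reach the same p, among them the transgene and lists the study chose on these samples. In APP/PS1 versus WT the median was -0.02 (camera adjusted p = 0.181). Of these 18 genes 3 are genes of Table S3, which is not independent evidence. Against APP/PS1 mice Sst had -0.77, Cort -0.59 and Cck -0.47, where edgeR called 0 of the 18, with 3 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0.

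Immediate early genes, which neurons switch on with activity, had a median of -0.56 in APP/PS1 A2A versus A2A (11 of 12 negative, camera adjusted p = 0.0105, and 0.675 with an estimated correlation) and of -0.48 against APP/PS1 (12 of 12 negative, camera adjusted p = 0.00173, and 0.764 with an estimated correlation). Egr4 had -1.53 (standard error 0.425) and Junb -1.43 (standard error 0.424) against A2A, the only members lower when adjusted over the list alone. edgeR called 0 of the 12, with 2 at an unadjusted p under 0.05, DESeq2 called 1 by default and 0 with a prior, and limma-voom 0, or 1 with sample weights. The score was -0.54 ± 0.11 (SD, n = 4) in APP/PS1 A2A and 0.12 ± 1.11 (SD, n = 5) in A2A (exact permutation test, p = 0.31). Among glia, precursors of oligodendrocytes had a median of -0.21 (6 of 7 negative, camera adjusted p = 0.0029, and 0.161 with an estimated correlation), with Olig1 at -0.63 (standard error 0.163) and Olig2 at -0.52. Genes of reactive astrocytes had a median of 0.21 in APP/PS1 versus WT (camera adjusted p = 0.0013, and 0.183 with an estimated correlation) and of 0.16 in APP/PS1 A2A versus A2A (camera adjusted p = 0.0113, and 0.248 with an estimated correlation), where Serpina3n had 0.82 and Lcn2 -3.29. General astrocyte markers had a median of -0.08 in APP/PS1 versus WT (10 of 11 negative, camera adjusted p = 0.00996, and 0.466 with an estimated correlation) and of -0.11 in APP/PS1 A2A versus A2A (camera adjusted p = 0.179). Antigen presentation genes had a median of 0.16 in APP/PS1 A2A versus A2A (camera adjusted p = 0.0217, and 0.648 with an estimated correlation).

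The genes the paper measured by qPCR were looked up in the same counts. The 3 microglial genes had a median of 0.18 in APP/PS1 versus WT (camera adjusted p = 0.0295, and 0.448 with an estimated correlation), of 0.32 in APP/PS1 A2A versus A2A (camera adjusted p = 0.0113, and 0.248 with an estimated correlation) and of 0.16 between APP/PS1 A2A and APP/PS1 (camera adjusted p = 0.0372, and 0.658 with an estimated correlation). The 4 astrocyte genes had medians of -0.04 (camera adjusted p = 0.522), 0.08 (camera adjusted p = 0.272) and 0.09 (camera adjusted p = 0.429) in the same comparisons. Gfap was at 404 ± 33.4 CPM (SD, n = 5) in WT, 419 ± 57.2 (SD, n = 5) in A2A, 655 ± 130 (SD, n = 5) in APP/PS1 and 739 ± 223 (SD, n = 4) in APP/PS1 A2A. The 4 transgene genes had medians of 1.38 and 1.46 in APP/PS1 versus WT and APP/PS1 A2A versus A2A (camera adjusted p = 3.12e-49 and 3.27e-28, and 1.65e-07 and 7.08e-06 with an estimated correlation) and of 0.06 between APP/PS1 A2A and APP/PS1 (camera adjusted p = 0.339). Adora2a was at 1.36 ± 0.179 CPM (SD, n = 5) in WT, 3.33 ± 3.41 (SD, n = 5) in A2A, 1.52 ± 0.252 (SD, n = 5) in APP/PS1 and 3.76 ± 4.37 (SD, n = 4) in APP/PS1 A2A. A single mouse carried the mean in each group with A2A: without A2A replicate DDBM160 (9.35 CPM) it was 1.82 ± 0.65 (SD, n = 4), and without APP/PS1 A2A replicate DDBM152 (10.3 CPM) 1.59 ± 0.348 (SD, n = 3). The transgene carries an optimized sequence, so these counts need not measure it. Adenosine receptors as a list had a median of 0.10 in APP/PS1 versus WT (camera adjusted p = 0.301), 0.14 in A2A versus WT (0.651) and 0.14 in APP/PS1 A2A versus A2A (0.59).

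Other cell types and regions showed few shifts. In APP/PS1 versus WT and then in APP/PS1 A2A versus A2A, the medians were -0.09 and -0.14 for oligodendrocytes (camera adjusted p = 0.522 and 0.187), 0.23 and 0.12 for endothelial cells (0.203 and 0.321) and -0.09 and -0.06 for mural cells and fibroblasts (0.281 and 0.947). Cortical genes had -0.13 and -0.45 (0.396 and 0.0113, the latter 0.287 with an estimated correlation), striatal genes -0.01 and 0.09 (0.951 and 0.937) and thalamic genes -0.14 and 0.01 (0.101 and 0.45). Choroid plexus genes had -0.20 and 0.05 (0.522 and 0.464), and ependymal genes -0.21 and 0.06 (0.951 and 0.937). Dentate granule markers had 0.004 and -0.13 (0.951 and 0.266), CA1 markers 0.02 and -0.33 (0.951 and 0.694), CA2 markers 0.08 and 0.12 (0.52 and 0.883), CA3 markers 0.07 and 0.34 (0.901 and 0.266) and genes of new neurons 0.13 and -0.07 (0.898 and 0.919).

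In the authors' deposited comparisons 21 genes had an adjusted p under 0.05 in APP/PS1 versus WT, 0 in A2A versus WT, where the smallest was 0.504, and 143 in A2A versus APP/PS1 A2A, all of them the authors' values. The mice were split 100 times into groups of the same sizes, the real split included. In APP/PS1 versus WT 2 splits gave as many genes called by edgeR as the real 10, with 141 in the highest other. In APP/PS1 A2A versus A2A 2 gave as many as the real 12, with 499 in the highest other. Chance is thus unlikely for both totals of edgeR but not excluded. In each of these comparisons 1 other split called over 100 genes, which may point to a structure of the samples but was not tested. For the genes called by DESeq2 between APP/PS1 A2A and A2A in these groups alone chance cannot be excluded either. There 3 of 60 splits gave as many (241, with 1059 in the highest other). Without the 4 genes of the transgene, which follow the genotype by construction, the real counts were 6 and 8 and again 2 splits gave as many in each. For the single gene called lower in APP/PS1 A2A versus A2A, Cort, chance cannot be excluded, since 7 of the 100 splits called at least 1 gene lower, with 312 in the highest other. Where edgeR called 0 genes, all 100 splits give as many by construction, which says nothing about chance, and the highest other split called 2 genes for A2A versus WT, 385 for APP/PS1 A2A versus APP/PS1 and 383 for the difference between the effects.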
